# JunB regulates homeostasis and suppressive functions of effector regulatory T cells

**DOI:** 10.1038/s41467-018-07735-4

**Published:** 2018-12-17

**Authors:** Shin-ichi Koizumi, Daiki Sasaki, Tsung-Han Hsieh, Naoyuki Taira, Nana Arakaki, Shinichi Yamasaki, Ke Wang, Shukla Sarkar, Hiroki Shirahata, Mio Miyagi, Hiroki Ishikawa

## Abstract

Foxp3-expressing CD4^+^ regulatory T (Treg) cells need to differentiate into effector Treg (eTreg) cells to maintain immune homeostasis. T-cell receptor (TCR)-dependent induction of the transcription factor IRF4 is essential for eTreg differentiation, but how IRF4 activity is regulated in Treg cells is still unclear. Here we show that the AP-1 transcription factor, JunB, is expressed in eTreg cells and promotes an IRF4-dependent transcription program. Mice lacking JunB in Treg cells develop multi-organ autoimmunity, concomitant with aberrant activation of T helper cells. JunB promotes expression of Treg effector molecules, such as ICOS and CTLA4, in BATF-dependent and BATF-independent manners, and is also required for homeostasis and suppressive functions of eTreg. Mechanistically, JunB facilitates the accumulation of IRF4 at a subset of IRF4 target sites, including those located near *Icos* and *Ctla4*. Thus, JunB is a critical regulator of IRF4-dependent Treg effector programs, highlighting important functions for AP-1 in Treg-mediated immune homeostasis.

## Abstract (web summary)

Regulatory T (Treg) cells need to be differentiated into effector Treg (eTreg), with the transcription factor IRF4 implicated during this process. Here the authors show that an AP-1 family transcription factor, JunB, is expressed in eTreg to promote the IRF4 transcription program, and regulate eTreg homeostasis and function.

## Introduction

Regulatory T (Treg) cells can suppress a variety of immune responses and contribute to immune homeostasis^1,2^. They require the lineage-specifying transcription factor, forkhead box P3 (Foxp3), for development, maintenance of cell identity, and suppressive functions^3–5^. Thymic Treg (tTreg) cells develop in the thymus and then circulate through blood and lymphoid tissues as central Treg (cTreg) cells, displaying a CD62L^high (hi)^ phenotype^6^. While circulating in the periphery, some cTreg cells differentiate into effector Treg (eTreg) cells, exhibiting an activated cell phenotype (CD62L^low (lo)^), depending on T-cell receptor (TCR) stimuli^7^. cTreg and eTreg cells express various genes differentially and perform non-redundant functions^6,8–13^. For example, cTreg cells express lymph node-homing receptors CD62L and CC chemokine receptor 7 (CCR7), whereas eTreg cells preferentially express other chemokine receptors and accumulate in non-lymphoid tissues^14,15^. In addition, eTreg cells express higher levels of Treg effector molecules, such as inducible T-cell costimulator (ICOS) and cytotoxic T-cell-associated antigen 4 (CTLA4), than do cTreg cells, which are likely important for eTreg-suppressive functions and homeostasis^7,14,16–18^. Furthermore, eTreg cells can express transcription factors, T-box transcription factor (T-bet), GATA-binding protein 3 (GATA3), and retinoic acid receptor-related orphan receptor (ROR)γt, which are associated with roles unique to eTreg cells, to regulate functions of distinct T helper cells^19–24^.

To activate the effector program, Treg cells require TCR-dependent transcriptional regulatory mechanisms that CD4^+^Foxp3^−^ conventional T (Tconv) cells also use for differentiation^12,25–27^. For example, the transcription factor, interferon regulatory factor 4 (IRF4), which promotes differentiation of several types of T helper cells and cytotoxic CD8^+^ T cells^28–32^, is induced in Treg cells upon TCR stimulation and participates in eTreg differentiation^7,33^. Treg-specific *Irf4*-deficient mice develop multi-organ autoimmunity, exhibiting profound Th2 responses^34^. Furthermore, basic leucine zipper transcription factor ATF-like (BATF), one of the AP-1 family of transcription factors, which is also essential for differentiation of Th17 cells and cytotoxic CD8^+^ T cells^35,36^, is highly expressed in eTreg cells, and *Batf*-deficient Treg cells cannot suppress T-cell-mediated colitis^24^. BATF and IRF4 bind to AP-1-IRF-composite element (AICE) motifs^37–40^, but how BATF and other AP-1 transcription factors regulate IRF4 activity in the eTreg transcriptional program is not fully understood.

JunB is another member of the AP-1 family of transcription factors^37^. AP-1 factors contain basic leucine zipper (bZIP) domains, by which they form homodimers or heterodimers with other AP-1 or bZIP-containing transcription factors^41^. JunB can dimerize with BATF in a variety of cells, including CD8^+^ T cells and Th17 cells^37^. We and other groups recently reported that JunB regulates the BATF- and IRF4-dependent Th17 cell transcriptional program that is critical for pathogenic functions of Th17 cells^42–45^. JunB promotes DNA-binding of BATF and IRF4 at IRF4 target sites, including those associated with Th17-related genes, *Rorc* and *Il23 receptor* (*Il23r*), during Th17 differentiation^42,43^. However, functions of JunB in Treg cells remain unclear.

Here, we show that JunB is expressed in eTreg cells, and is required for eTreg-mediated immune homeostasis. Treg-specific deletion of JunB induces severe inflammation in lung and colon. JunB facilitates expression of ICOS and CTLA4 in BATF-dependent and -independent fashions, and is pivotal for homeostasis and suppressive functions of eTreg cells. Mechanistically, JunB is required for DNA-binding of IRF4 at IRF4 target sites associated with *Icos* and *Ctla4*. Thus, we show crucial functions for JunB in the IRF4-dependent eTreg transcriptional program.

## Results

### JunB expression in Treg cells

To understand JunB functions in Treg cells, we first analyzed expression of JunB in murine Treg cells by flow cytometry. In spleen, a subset of Foxp3^+^ Treg cells, but not Foxp3^−^ Tconv cells, expressed substantial levels of JunB (Fig. 1a and Supplementary Fig. 1a). Moreover, in lung, Treg cells, as well as Tconv cells, uniformly expressed high levels of JunB, and the expression level of JunB in Treg cells was significantly higher than in Tconv cells (Fig. 1b). We next assessed whether there is a correlation between JunB expression and distinct Treg subpopulations. cTreg cells circulate through secondary lymphoid organs, whereas eTreg cells preferentially accumulate in peripheral tissues^6,14,24^. We analyzed JunB expression in CD62L^hi^CD44^lo^ cTreg cells and CD62L^lo^ eTreg cells (Supplementary Fig. 1b). Consistent with enrichment of JunB-expressing Treg cells in the lung, we found that JunB was expressed in eTreg cells, but not in cTreg cells in spleen (Fig. 1c). eTreg cells heterogeneously express surface molecules such as ICOS, T-cell immunoreceptor with Ig and ITIM domains (TIGIT), and killer cell lectin-like receptor 1 (KLRG1)^11,18,24,46–49^. We noted that JunB expression was correlated with expression of ICOS, TIGIT, and KLRG1 (Fig. 1d and Supplementary Fig. 1c, d). As reported previously, IRF4 and BATF^24,33,34^, which are required for eTreg differentiation, were also expressed at elevated levels in ICOS-expressing eTreg cells (Supplementary Fig. 1e, f). JunB expression can be regulated transcriptionally and post-transcriptionally in various signaling pathways^50,51^. To determine whether induction of JunB is transcriptionally regulated in eTreg cells, we sorted cTreg and eTreg cells by fluorescence-activated cell sorting (FACS) and analyzed expression of mRNA for *Junb*, as well as *Batf* and *Irf4*, by reverse transcriptase quantitative polymerase chain reaction (RT-qPCR) analysis. Although mRNA expression of *Batf* and *Irf4* was upregulated in eTreg cells, there was no difference of *Junb* mRNA expression between cTreg and eTreg cells (Fig. 1e), suggesting that, unlike BATF and IRF4, JunB expression is regulated post-transcriptionally in eTreg cells. These data indicate that JunB is expressed in a subset of eTreg cells.

**Fig. 1:**
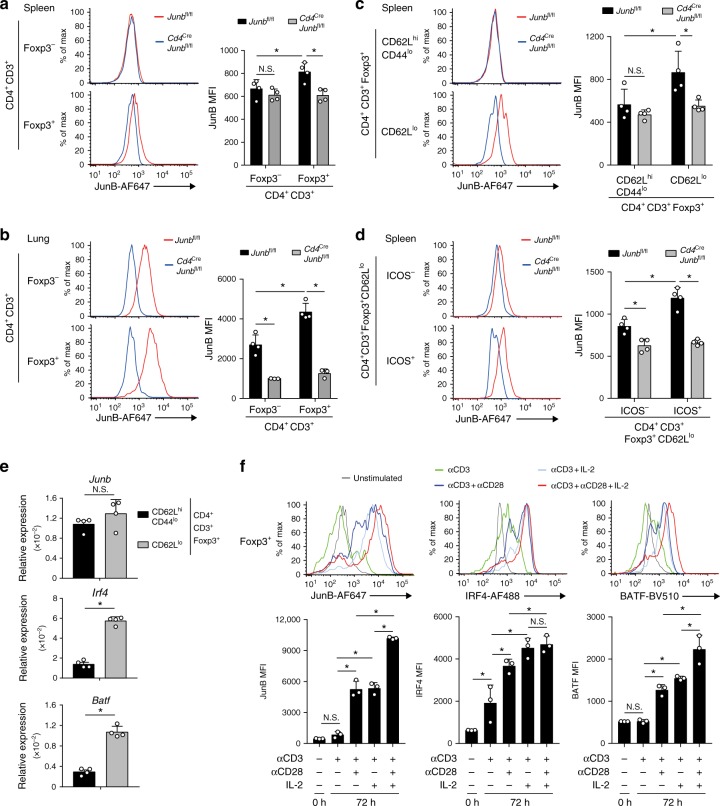
Expression of JunB is upregulated in eTreg cells. **a**–**d** Flow cytometry analysis of JunB in Foxp3^+^ (Treg) or Foxp3^−^ (Tconv) cells isolated from spleen **a** and lung **b**, Treg cells bearing CD62L^hi^CD44^lo^ phenotypes (cTreg) or CD62L^lo^ phenotypes (eTreg) **c**, and ICOS^+^ or ICOS^−^ eTreg cells **d** isolated from spleen of wild-type C57BL/6 mice (7–10-week-old). *Cd4*^cre^*Junb*^fl/fl^ mice were used as negative controls. **e** CD62L^hi^CD44^lo^ cTreg and CD62L^lo^ eTreg cells were sorted by FACS, and *Junb* mRNA expression was analyzed by qRT-PCR. **a**–**e** Error bars indicate s.d. (*n* = 4). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). MFI, mean fluorescence intensity. **f** JunB expression was analyzed by flow cytometry in CD4^+^CD25^+^ Treg cells activated with indicated stimuli for 72 h. Error bars indicate s.d. (*n* = 3). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). Data represent two independent experiments

To investigate how JunB expression is regulated in Treg cells, we examined expression of JunB, as well as of BATF and IRF4, in TCR-stimulated Treg cells, because TCR signaling is necessary for differentiation of eTreg cells^7,52^. We isolated CD4^+^CD25^+^ Treg cells from spleens and confirmed that > 95% of the cells expressed Foxp3 (Supplementary Fig. 1g). We activated Treg cells with anti-CD3 and anti-CD28 antibodies in the presence of interleukin (IL)−2. Flow cytometry analysis showed that expression of JunB and BATF was induced by both anti-CD28 antibody and IL-2 stimulation in an additive manner, compared with expression levels in Treg cells stimulated with anti-CD3 antibody alone (Fig. 1f). On the other hand, IRF4 expression was markedly induced by stimulation with anti-CD3 antibody alone, and it was further enhanced by either anti-CD28 antibody or IL-2 stimulation (Fig. 1f). However, the additive effect of anti-CD28 antibody and IL-2 stimulation was not observed in IRF4 expression (Fig. 1f). In summary, these results suggest that dynamic expression of JunB in TCR-stimulated Treg cells might regulate generation and/or function of eTreg cells.

### Treg-specific deletion of JunB induces autoimmunity

To investigate physiological functions of JunB in Treg cells, we crossed mice harboring loxp-flanked *Junb* alleles (*Junb*^fl/fl^) with mice harboring *Foxp3* promoter-driven *cre* recombinase (*Foxp3*^Cre^). This generated Treg-specific, *Junb*-deficient (*Foxp3*^Cre^*Junb*^fl/fl^) mice (Supplementary Fig. 2a). Flow cytometry analysis confirmed efficient deletion of JunB in CD4^+^Foxp3^−^ Treg cells in *Foxp3*^Cre^*Junb*^fl/fl^ mice (Supplementary Fig. 2a). In contrast, substantial numbers of CD4^+^Foxp3^−^ Tconv cells and CD8^+^ T cells expressed JunB in the lung and colon of *Foxp3*^Cre^*Junb*^fl/fl^ mice (Supplementary Fig. 2a), albeit at a lower number compared with control mice, probably owing to leaky expression of Cre in these cells^53^. *Foxp3*^Cre^*Junb*^fl/fl^ mice were born at normal mendelian ratios, but they were markedly smaller, and by 4 weeks of age their weights were already significantly lower than those of control mice (Fig. 2a and Supplementary Fig. 2b). About 60% of *Foxp3*^Cre^*Junb*^fl/fl^ mice died within 6 months (Fig. 2b). We observed significant increases in size and cellularity of cervical lymph nodes, but not other lymph nodes and spleens in *Foxp3*^Cre^*Junb*^fl/fl^ mice, compared with *Foxp3*^Cre^*Junb*^+/+^ mice (Fig. 2c and Supplementary Fig. 2c). In histopathological analysis, *Foxp3*^Cre^*Junb*^fl/fl^ mice exhibited higher inflammation scores in lung and colon (but not in liver or skin), than did control mice (Fig. 2d).

**Fig. 2:**
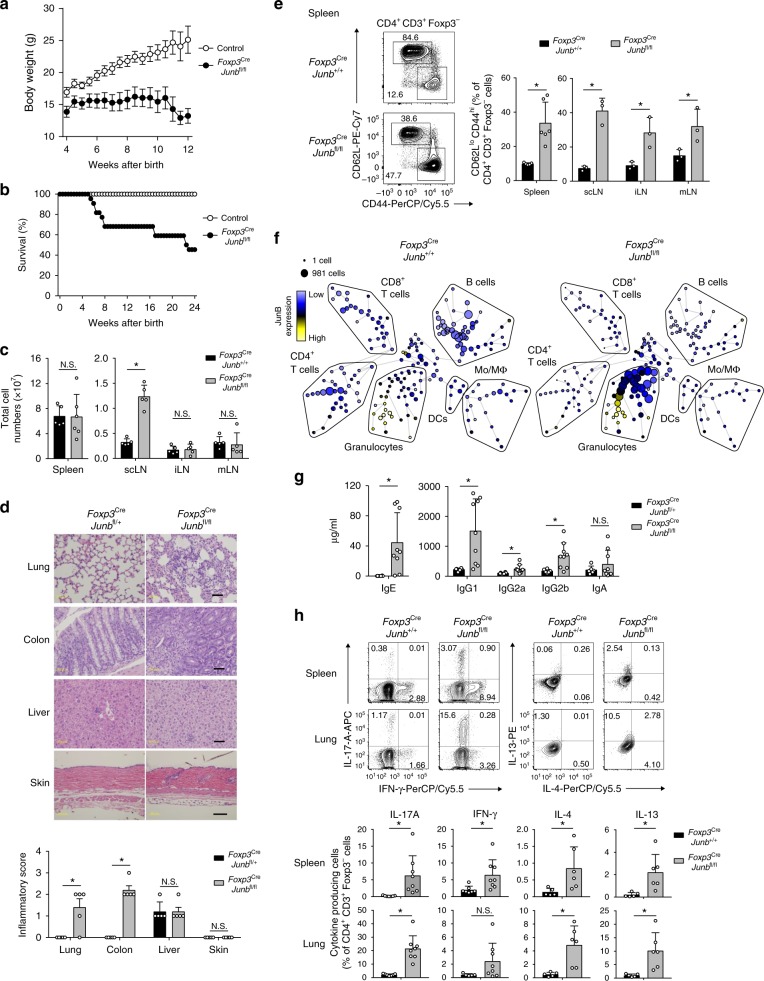
Mice deficient for JunB in Treg cells develop autoimmune disease. **a** Body weight changes of male *Foxp3*^Cre^*Junb*^fl/fl^ mice and control mice. Error bars indicate s.e.m. (*n* = 11 for controls, *n* = 10 for *Foxp3*^Cre^*Junb*^fl/fl^ mice). **b** Survival of male *Foxp3*^Cre^*Junb*^fl/fl^ mice and control mice. Error bars indicate s.d. (*n* = 11 for controls, *n* = 22 for *Foxp3*^Cre^*Junb*^fl/fl^ mice). **c** Total cell numbers in spleens, superficial cervical lymph nodes (scLN), inguinal LN (iLN), and mesenteric LN (mLN) of male *Foxp3*^Cre^*Junb*^fl/fl^ mice and control mice (8–12-week-old). Error bars indicate s.d. (*n* = 5). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). **d** Hematoxylin and eosin staining of lung, colon, liver, and skin from 12-week-old male *Foxp3*^Cre^*Junb*^fl/fl^ mice and control mice. Scale bars, 50 μm (lung, colon, and liver) or 100 μm (skin). Bar graph shows histopathological inflammation scores. Error bars indicate s.d. (*n* = 5). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). **e** Flow cytometry analysis of CD62L and CD44 in CD4^+^Foxp3^−^ Tconv cells isolated from various tissues of male *Foxp3*^Cre^*Junb*^fl/fl^ mice and *Foxp3*^Cre^*Junb*^+/+^ mice (8–12-week-old). Representative flow cytometry profiles show CD4^+^Foxp3^−^ Tconv cells isolated from the spleen. The graph shows percentages of CD62L^lo^CD44^hi^ activated cells among CD4^+^Foxp3^−^ cells. Error bars indicate s.d. (*n* = 5 for spleens, *n* = 3 for lymph nodes). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). **f** Mass cytometry analysis of leukocytes isolated from spleens of *Foxp3*^Cre^*Junb*^fl/fl^ mice and *Foxp3*^Cre^*Junb*^+/+^ mice (8–12-week-old). Mo: monocytes, Mϕ: macrophages, DC: dendritic cells. Size of each node represents cell numbers. Expression levels of JunB is color-coded. **g** ELISA analysis of immunoglobulin isotypes in sera of 12-week-old male *Foxp3*^Cre^*Junb*^fl/fl^ mice and *Foxp3*^Cre^*Junb*^+/+^ mice. Error bars indicate s.d. (*n* = 6 for *Foxp3*^Cre^*Junb*^fl/+^ mice, *n* = 9 for *Foxp3*^Cre^*Junb*^fl/fl^ mice). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). **h** Flow cytometry analysis of intracellular IL-17A, IFN-γ, IL-4, and IL-13 in CD4^+^Foxp3^−^ cells isolated from spleens of 8–12-week-old male *Foxp3*^Cre^*Junb*^fl/fl^ mice and *Foxp3*^Cre^*Junb*^+/+^ mice. Error bars indicate s.d. (*n* = 5). *P < 0.05 (unpaired two-tailed Student’s *t* test). Data represent two independent experiments

In *Foxp3*^Cre^*Junb*^fl/fl^ mice, although increased cellularity was restricted to cervical lymph nodes (Fig. 2c), frequencies of CD4^+^Foxp3^−^ Tconv cells exhibiting the activated cell phenotype (CD62L^lo^CD44^hi^) were markedly more abundant than in *Foxp3*^Cre^*Junb*^+/+^ mice in all secondary lymphoid tissues analyzed and in lung (Fig. 2e, Supplementary Fig. 2d). Total B cells (B220^+^CD19^+^), germinal center B cells (B220^+^CD19^+^GL-7^+^Fas^+^), and plasma cells (CD138^+^B220^−^) were also significantly increased in the cervical lymph nodes, but not in the spleen or Peyer’s patches, in *Foxp3*^Cre^*Junb*^fl/fl^ mice, compared with *Foxp3*^Cre^*Junb*^+/+^ mice (Supplementary Fig. 3a–c). Furthermore, mass cytometry analysis revealed increased frequencies of granulocytes with unaltered JunB expression levels in these cells in spleens of *Foxp3*^Cre^*Junb*^fl/fl^ mice (Fig. 2f), indicating that JunB in Treg cells is important for maintenance of leukocyte homeostasis. We also analyzed levels of serum immunoglobulins by enzyme-linked immunosorbent assay (ELISA) and found that *Foxp3*^Cre^*Junb*^fl/fl^ mice produced significantly elevated levels of serum IgG1, IgG2a, IgG2b, and IgE, but not IgA (Fig. 2g).

To explore whether JunB is important for Treg cells to suppress functions of specific T helper cells, we analyzed expression of signature cytokines produced by distinct T helper cells (interferon (IFN)-γ for Th1 cells, IL-4 and IL-13 for Th2 cells, and IL-17A for Th17 cells). In spleen and lung, *Foxp3*^Cre^*Junb*^fl/fl^ mice exhibited more abundant cells expressing IFN-γ, IL-4, IL-13, and IL-17A than did *Junb*^fl/fl^ mice (Fig. 2h). We also found that CD8^+^ T cells with an activated phenotype (CD62L^lo^CD44^hi^) or expression of inflammatory cytokines (IFN-γ and IL-17A) were significantly increased in spleen and lung of *Foxp3*^Cre^*Junb*^fl/fl^ mice, compared with control mice (Supplementary Fig. 3d, e). Thus, loss of JunB in Treg cells induces multi-organ autoimmune pathology accompanied by activation of T helper cells, CD8^+^ T cells and B cells, dysregulated leukocyte homeostasis in lymphoid tissues, and enhanced production of immunoglobulins.

### JunB regulates accumulation and function of Treg cells

We next investigated whether autoimmune phenotypes of *Foxp3*^Cre^*Junb*^fl/fl^ mice are due to loss of Treg cells. First, we analyzed abundances of Treg cells in various tissues. In colon of *Foxp3*^Cre^*Junb*^fl/fl^ mice, CD4^+^Foxp3^+^ Treg cells were significantly decreased in both absolute numbers and proportions among T cells (Fig. 3a), suggesting that a decrease of Treg cells might partly explain the more severe inflammation observed in the colon of *Foxp3*^Cre^*Junb*^fl/fl^ mice. In contrast, abundance of CD4^+^Foxp3^+^ Treg cells was normal in lung, liver, and skin, and only slightly reduced in spleen in *Foxp3*^Cre^*Junb*^fl/fl^ mice (Fig. 3a and Supplementary Fig. 4a), suggesting that inflammation induced in lung and spleen of the mice might not be due to loss of Treg cells.

**Fig. 3:**
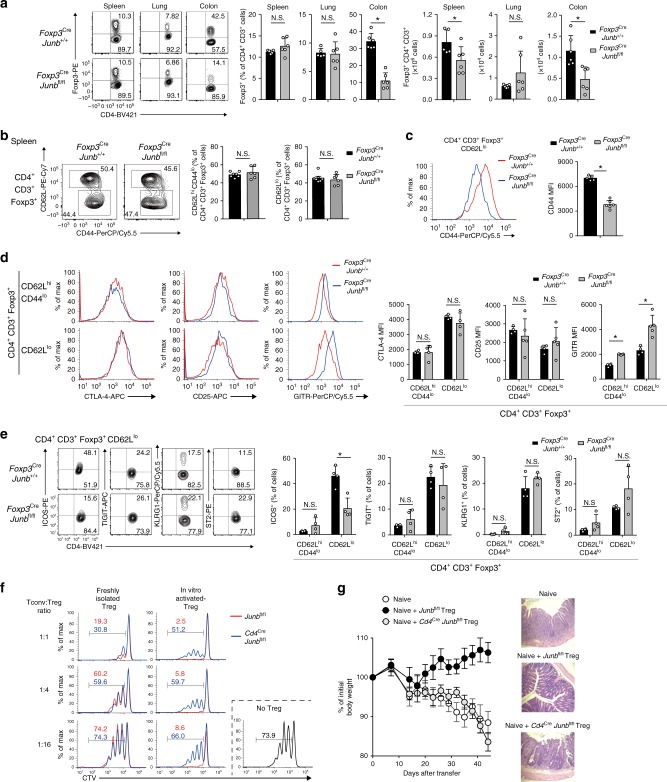
JunB is required for accumulation and effector functions of Treg cells. **a** Flow cytometry analysis of Foxp3 in CD4^+^ T cells in spleens, lungs, and colons of male *Foxp3*^Cre^*Junb*^fl/fl^ and *Foxp3*^Cre^*Junb*^+/+^ mice (8–12-week-old). Graphs show percentages and numbers of CD4^+^Foxp3^+^ Treg cells. Error bars indicate s.d. (*n* = 5 for *Foxp3*^Cre^*Junb*^+/+^ mice, *n* = 6 for *Foxp3*^Cre^*Junb*^fl/fl^ mice). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). **b**, **c** Flow cytometry analysis of CD44 and CD62L in CD4^+^Foxp3^+^ Treg cells isolated from spleens of male *Foxp3*^Cre^*Junb*^fl/fl^ and *Foxp3*^Cre^*Junb*^+/+^ mice (8–12-week-old). Graph shows percentages of CD62^hi^CD44^lo^ cTreg cells and CD62^lo^ eTreg cells **b**, and MFIs of CD44 **c**. Error bars indicate s.d. (*n* = 7 for *Foxp3*^Cre^*Junb*^+/+^ mice, *n* = 6 for *Foxp3*^Cre^*Junb*^fl/fl^ mice). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). **d**, **e** Flow cytometry analysis of CTLA4, CD25, and GITR **d**, and ICOS, TIGIT, KLRG1, and ST2 **e** in CD62^hi^CD44^lo^ cTreg cells and CD62^lo^ eTreg cells among CD4^+^Foxp3^+^ Treg cells isolated from spleens of male *Foxp3*^Cre^*Junb*^fl/fl^ and *Foxp3*^Cre^*Junb*^+/+^ mice (8–12-week-old). Representative flow cytometry profiles show CD62^hi^CD44^lo^ cTreg cells and CD62^lo^ eTreg cells **d**, and CD62^lo^ eTreg cells **e**. Graphs show MFIs of CTLA4, CD25, and GITR **d**, and percentages of cells expressing indicated molecules **e**. Error bars indicate s.d. (*n* = 4). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). **f** CD4^+^CD25^+^ Treg cells were isolated from *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice. Treg cells freshly isolated or activated with anti-CD3 and anti-CD28 antibodies in the presence of IL-2 for 3 days were used for in vitro suppression assay. CD4^+^CD25^−^ Tconv cells (CD45.1) labeled with cell trace violet (CTV) were cultured with different numbers of CD4^+^CD25^+^ Treg cells in the presence of anti-CD3-/anti-CD28-coated beads for 2 days, and CTV dilution was analyzed by flow cytometry. **g** In vivo suppression assay using CD4^+^CD25^+^ Treg cells isolated from *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice. In all, 6–8-week-old sex-matched *Rag1*^−/−^ mice were injected with wild-type naive CD4^+^ T cells and CD4^+^CD25^+^ Treg cells. The graph shows body weight changes. Colonic histopathology was analyzed on day 40 after injection. Error bars indicate s.e.m. (*n* = 5). Data represent two independent experiments

To further explore why Treg-mediated self-tolerance cannot be maintained in *Foxp3*^Cre^*Junb*^fl/fl^ mice, we next analyzed abundance of eTreg cells, as JunB was expressed in this population. *Foxp3*^Cre^*Junb*^fl/fl^ mice had normal or even increased numbers of CD62L^lo^ eTreg cells in the spleen and lung, but not in the colon, compared with *Foxp3*^Cre^*Junb*^+/+^ mice (Fig. 3b and supplementary Fig 4b, c). However, the mean fluorescence intensity (MFI) of CD44 was reduced in *Junb*-deficient eTreg cells (Fig. 3b, c). We also analyzed expression of Treg signature molecules and found that there was no reduction in expression of CTLA4 and CD25 in eTreg and cTreg cells of *Foxp3*^Cre^*Junb*^fl/fl^ mice (Fig. 3d). GITR (Glucocorticoid-Induced TNF receptor family-related protein) was even upregulated in both eTreg and cTreg cells of *Foxp3*^Cre^*Junb*^fl/fl^ mice, probably owing to effects of inflammation (Fig. 3d). Moreover, we analyzed expression of eTreg-related molecules and found that in *Junb*-deficient eTreg cells, ICOS expression was severely diminished, but expression of TIGIT, KLRG1, and ST2 (IL-33 receptor) was not affected (Fig. 3e). These data indicate that JunB is not required for generation of CD62L^lo^ eTreg cells, but it promotes expression of CD44 and ICOS in eTreg cells in diseased *Foxp3*^Cre^*Junb*^fl/fl^ mice.

A subset of eTreg cells expresses transcription factors that have lineage-defining functions in T helper cells, such as T-bet, GATA3, and RORγt^19–24^. These transcription factors likely regulate migration and suppressive functions of eTreg cells in a context-dependent manner. We analyzed expression of these transcription factors in Treg cells of *Foxp3*^Cre^*Junb*^fl/fl^ mice. There was a significant reduction of GATA3 and T-bet, but not RORγt, in Treg cells in spleens of *Foxp3*^Cre^*Junb*^fl/fl^ mice compared with *Foxp3*^Cre^*Junb*^+/+^ mice (Supplementary Fig. 4d).

To directly examine the functional importance of JunB in Treg cell immune-suppressive activity, we performed an in vitro suppression assay. *Junb*-deficient Treg cells isolated from *Cd4*^Cre^*Junb*^fl/fl^ mice or *Junb*-sufficient Treg cells isolated from *Junb*^*fl/fl*^ mice were mixed with activated Tconv cells. Cell trace violet (CTV) staining analysis showed that suppressive activity of *Junb*-deficient Treg cells was significantly impaired (Fig. 3f). Moreover, pre-activation of Treg cells with anti-CD3 antibody enhanced suppression activity of *Junb*-sufficient Treg cells, but not *Junb*-deficient Treg cells (Fig. 3f). Notably, upon stimulation with anti-CD3 antibody, there was a significant increase of annexin-V^+^ cells in *Junb*-deficient Treg cells, compared with *Junb*-sufficient Treg cells (Supplementary Fig. 5a). These data suggest that JunB is required for survival of Treg cells upon prolonged and/or strong TCR stimulation, which enhances suppressive activity of Treg cells.

We also performed an in vivo suppression assay by co-transferring *Junb*-deficient Treg cells (CD4^+^CD25^+^) isolated from *Cd4*^Cre^*Junb*^fl/fl^ or *Foxp3*^Cre^*Junb*^fl/fl^ mice with wild-type naive CD4^+^ T cells into *Rag1*-deficient mice. Unlike *Junb*-sufficient Treg cells, *Junb*-deficient Treg cells could not suppress weight loss and intestinal pathology in these mice (Fig. 3g and supplementary Fig. 5b). Forty days after transfer, there was no difference in the frequency of *Junb*-deficient and -sufficient Treg cells in the spleen and lung (Supplementary Fig. 5c). However, in the mesenteric lymph nodes and colon, frequency of *Junb*-deficient Treg cells was significantly lower than that of *Junb*-sufficient Treg cells (Supplementary Fig. 5c). In summary, these data suggest that JunB supports tissue-specific accumulation and suppressive functions of Treg cells.

### JunB regulates expression of Treg effector genes

In *Foxp3*^Cre^*Junb*^fl/fl^ mice, *Junb*-deficient Treg cell phenotypes may be modulated by inflammation. To elucidate JunB function in Treg cells under homeostatic (non-inflammatory) conditions, we used *Cd4*^Cre^*Junb*^fl/fl^ mice, which show no inflammatory signs, probably owing to impaired activation of T helper cells^42–44^. We first analyzed Treg cell abundance in various lymphoid and non-lymphoid tissues. Consistent with recent reports^43^, CD4^+^Foxp3^+^ Treg cells were diminished in all tissues examined in *Cd4*^Cre^*Junb*^fl/fl^ mice, with the greatest reduction in colon (Fig. 4a). This implies that JunB is required for the accumulation of Treg cells under non-inflammatory conditions.

**Fig. 4:**
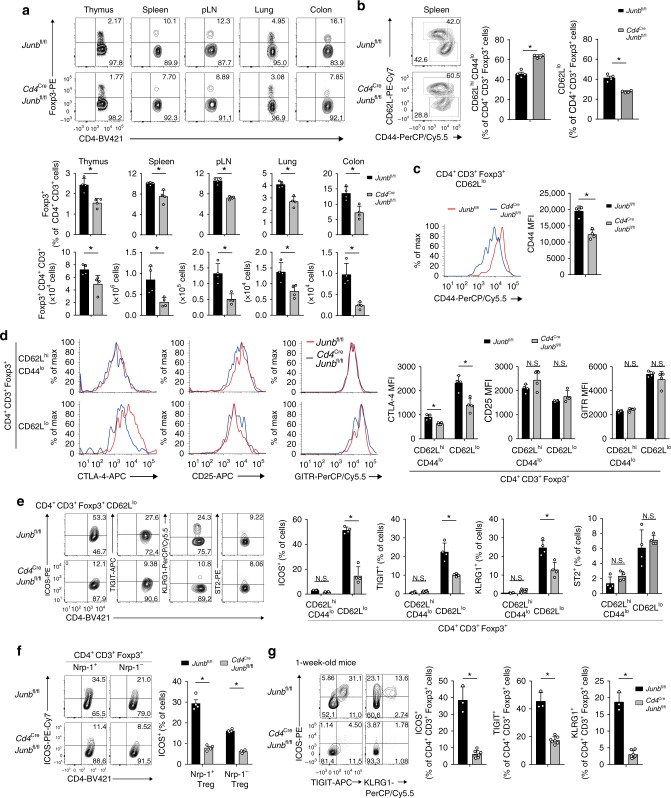
JunB regulates expression of eTreg-related molecules. **a** Flow cytometry analysis of CD4^+^Foxp3^+^ Treg cells in various tissues isolated from *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice. Graphs show percentages and numbers of CD4^+^Foxp3^+^ Treg cells. Error bars indicate s.d. (*n* = 4). *P < 0.05 (unpaired two-tailed Student’s *t* test). **b**, **c** Flow cytometry analysis of CD44 and CD62L in CD4^+^Foxp3^+^ Treg cells isolated from spleens of *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice (8–12-week-old). Graphs show percentages of CD62^hi^CD44^lo^ cTreg and CD62^lo^ eTreg cells **b**, and MFIs of CD44 **c**. Error bars indicate s.d. (*n* = 4). *P < 0.05 (unpaired two-tailed Student’s *t* test). **d**, **e** Flow cytometry analysis of CTLA4, CD25, and GITR **d**, and ICOS, TIGIT, KLRG1, and ST2 **e** in CD62^hi^CD44^lo^ cTreg cells and CD62^lo^ eTreg cells among CD4^+^Foxp3^+^ Treg cells isolated from spleens of *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice (8–12-week-old). Representative flow cytometry profiles show CD62^hi^CD44^lo^ cTreg cells and CD62^lo^ eTreg cells **d**, and CD62^lo^ eTreg cells **e**. Graphs show MFIs of CTLA4, CD25, and GITR **d**, and percentages of cells expressing indicated molecules **e**. Error bars indicate s.d. (*n* = 4). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). **f**) Flow cytometry analysis of ICOS in Nrp1^+^ and Nrp1^−^ Treg cells isolated from spleens of *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice (8–12-week-old). The graph shows percentages of ICOS-expressing cells among Nrp1^+^ and Nrp1^−^ Treg cells. Error bars indicate s.d. (*n* = 4). *P < 0.05 (unpaired two-tailed Student’s *t* test). **g** Flow cytometry analysis of ICOS, TIGIT, and KLRG1 in CD4^+^Foxp3^+^ Treg cells isolated from spleens of 1-week-old *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice. Graphs show percentages of cells expressing indicated molecules among CD4^+^Foxp3^+^ Treg cells. Error bars indicate s.d. (*n* = 3 for *Junb*^fl/fl^, *n* = 7 for *Cd4*^Cre^*Junb*^fl/fl^). *P < 0.05 (unpaired two-tailed Student’s *t* test). Data represent two independent experiments

We then analyzed eTreg cell abundance in *Cd4*^Cre^*Junb*^fl/fl^ mice. In spleens of *Cd4*^Cre^*Junb*^fl/fl^ mice, the proportion of CD62L^lo^ eTreg cells among all Foxp3^+^ Treg cells was lower than in *Junb*^fl/fl^ mice (Fig. 4b). As in diseased *Foxp3*^Cre^*Junb*^fl/fl^ mice, MFIs of CD44 expression in CD62L^lo^ eTreg cells of *Cd4*^Cre^*Junb*^fl/fl^ mice were significantly lower than in *Junb*^fl/fl^ mice (Fig. 4c). This suggests that JunB is involved in accumulation of eTreg cells under homeostatic conditions.

We next assessed expression of signature molecules for Treg cells and eTreg cells in *Cd4*^Cre^*Junb*^fl/fl^ mice. Expression levels of CTLA4, but not of CD25 and GITR, in eTreg cells were significantly lower in *Cd4*^Cre^*Junb*^fl/fl^ mice than *Junb*^fl/fl^ mice (Fig. 4d). In addition, there was a significant reduction of CD62L^lo^ eTreg cells expressing ICOS, TIGIT, and KLRG1, but not ST2, in spleens of *Cd4*^Cre^*Junb*^fl/fl^ mice (Fig. 4e). Although we detected decreases of GATA3 and T-bet in eTreg cells of *Foxp3*^Cre^*Junb*^fl/fl^ mice, those molecules were normally expressed in eTreg cells of *Cd4*^Cre^*Junb*^fl/fl^ mice (Supplementary Fig. 6a), suggesting that JunB is involved in expression of GATA3 and T-bet only under inflammatory conditions. Assay with antibodies against neurophilin 1 (Nrp1) or Helios, which are markers for Treg cells generated in the thymus (tTreg), revealed that ICOS expression was significantly decreased in Treg populations, regardless of their expression of Nrp1 or Helios (Fig. 4f and Supplementary Fig. 6b), suggesting that JunB promotes ICOS expression in both tTreg cells and Treg cells induced in periphery (pTreg). We also analyzed expression of eTreg signature molecules in neonates, because Treg cells generated at that age perform unique and essential functions to maintain self-tolerance^54^. There was no difference in frequency of Treg cells in the thymus between 1-week-old *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ neonates (Supplementary Fig. 6c). However, expression of ICOS, TIGIT, and KLRG1 in splenic Treg cells was severely decreased in 1-week-old *Cd4*^Cre^*Junb*^fl/fl^ mice (Fig. 4g). Taken together, JunB is needed for expression of a subset of effector molecules in eTreg cells and for accumulation of eTreg cells under homeostatic conditions.

### JunB regulates eTreg homeostasis

We next examined whether cell-intrinsic functions of JunB are required for generation and homeostasis of Treg cells. To this end, we transferred bone marrow (BM) cells from *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice (CD45.2^+^), in combination with equal numbers of wild-type (WT) BM cells (CD45.1^+^), into *Rag1*^−/−^ mice, which generated WT:*Cd4*^Cre^*Junb*^fl/fl^ and WT:*Junb*^fl/fl^ BM chimeric mice, respectively (Fig. 5a). These BM chimeric mice had comparable numbers of total Foxp3^+^ Treg cells in all tissues examined (Supplementary Fig. 7). We then analyzed ratios of cells derived from *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ BM cells (CD45.2^+^) relative to those derived from WT BM cells (CD45.2^−^) among Treg populations. In the thymus, frequencies of Foxp3^+^ Treg cells derived from *Cd4*^Cre^*Junb*^fl/fl^ BM cells were equivalent to those derived from *Junb*^fl/fl^ BM cells (Fig. 5b), indicating that cell-intrinsic functions of JunB are not required for development of tTreg cells. In contrast, in spleen and lung, Foxp3^+^ Treg cells derived from *Cd4*^Cre^*Junb*^fl/fl^ BM cells were significantly under-represented, compared with those derived from *Junb*^fl/fl^ BM cells (Fig. 5b). Furthermore, the reduction of cells derived from *Cd4*^Cre^*Junb*^fl/fl^ BM was specific to the CD62L^lo^ eTreg population, but not the CD62L^hi^CD44^lo^ cTreg population (Fig. 5c). We also confirmed impaired expression of ICOS and TIGIT in the remaining *Junb*-deficient CD62L^lo^ eTreg cells (Fig. 5d, e), indicating that JunB regulates expression of ICOS and TIGIT in a cell-intrinsic manner.

**Fig. 5:**
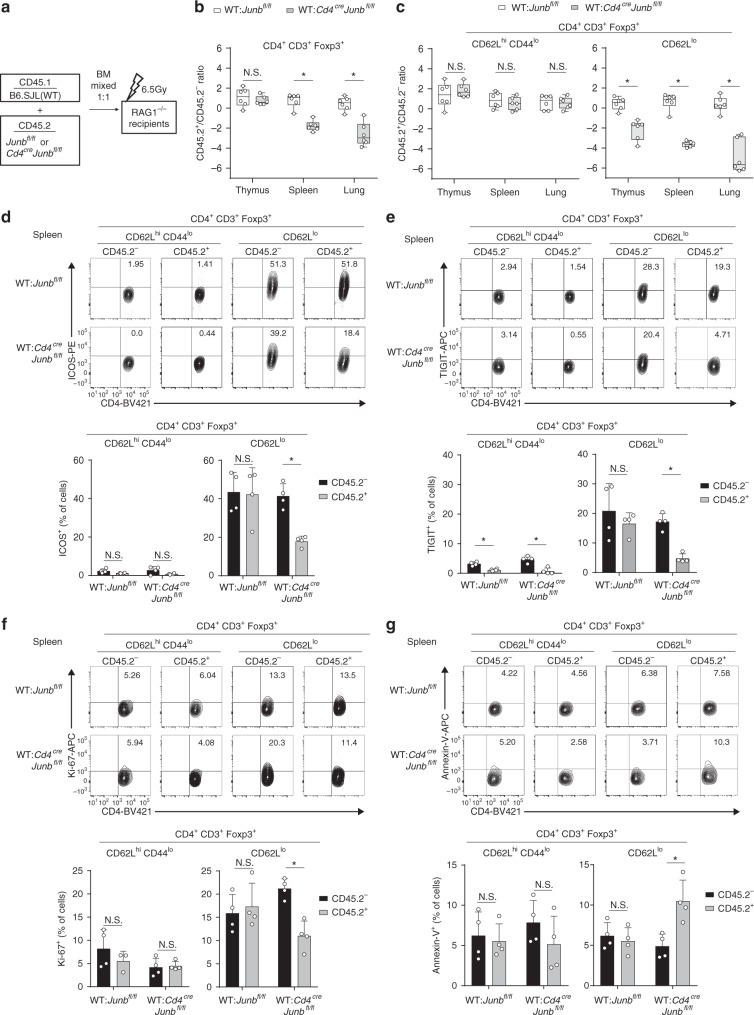
JunB is indispensable for eTreg homeostasis under competitive conditions. **a** Schematic of generation of bone marrow (BM) chimera mice. **b**–**g** Lethally irradiated 6–8-week-old sex-matched *Rag1*^−/−^ mice were transferred with BM cells from *Cd4*^Cre^*Junb*^fl/fl^ (CD45.2) and *Junb*^fl/fl^ (CD45.2) mice, in combination with equal numbers of WT BM cells from B6SJL (CD45.1), generating WT: *Cd4*^Cre^*Junb*^fl/fl^ and WT: *Junb*^fl/fl^ BM chimera mice, respectively. Two to three months later, cells were isolated from thymuses, spleens, and lymph nodes, and ratios of CD45.2^+^/CD45.2^−^ in total CD4^+^Foxp3^+^ Treg cells **b**, CD62L^hi^CD44^lo^ cTreg cells and CD62L^lo^ eTreg cells among CD4^+^Foxp3^+^ Treg cells **c** were determined by flow cytometry analysis. Error bars indicate s.d. (*n* = 6). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). **d**–**g** Flow cytometry analysis of ICOS **d**, TIGIT **e**, Ki67 **f**, and Annexin-V **g** in CD62L^hi^CD44^lo^ cTreg cells and CD62L^lo^ eTreg cells among CD4^+^Foxp3^+^ Treg cells isolated from spleens of WT: *Cd4*^Cre^*Junb*^fl/fl^ and WT: *Junb*^fl/fl^ BM chimera mice. Graphs show percentages of cells expressing indicated molecules or stained with Annexin-V. Error bars indicate s.d. (*n* = 4). *P < 0.05; N.S., not significant (unpaired two-tailed Student’s *t* test). Data represent two independent experiments

The severe decrease of *Junb*-deficient eTreg cells in WT:*Cd4*^Cre^*Junb*^fl/fl^ mice suggests that JunB is important for eTreg homeostasis in a competitive setting. To further investigate this phenotype, we analyzed the effect of JunB deficiency on proliferation of Treg cells, using Ki67 staining. Proportions of Ki67-expressing eTreg cells derived from *Junb*^fl/fl^*Cd4*^Cre^ BM cells were severely decreased compared with those derived from *Junb*^fl/fl^ BM cells (Fig. 5f). We also analyzed the effect of JunB deficiency on Treg cell death, using Annexin-V staining. Frequencies of Annexin-V-stained eTreg cells derived from *Junb*^fl/fl^*Cd4*^Cre^ BM cells, but not *Junb*^fl/fl^ BM cells, were significantly increased (Fig. 5g). These data suggest that JunB intrinsically promotes proliferation and survival of eTreg cells, which is important for eTreg homeostasis in a competitive environment.

### JunB is required for a transcriptional program for eTregs

To understand JunB-dependent transcriptional regulation in Treg cells, we performed RNA-sequence analysis of *Junb*-sufficient and *Junb*-deficient Treg cells, isolated from *Junb*^fl/fl^ and *Cd4*^Cre^*Junb*^fl/fl^ mice, respectively. In total, 173 genes were downregulated and 137 genes were upregulated in *Junb*-deficient Treg cells compared with *Junb*-sufficient Treg cells (*p* values < 0.05, log2 fold-changes > 0.5 or < 0.5) (Fig. 6a). Gene ontology analysis of genes differentially expressed in *Junb*-deficient and -sufficient Treg cells showed enrichment for genes associated with metabolic processes (Supplementary Fig. 8a). Furthermore, ingenuity pathway analysis (IPA) revealed that differentially expressed genes were associated most significantly with cell survival (Supplementary Fig. 8b). IPA also identified CD3 and CD28 signaling pathways as upstream regulators for genes affected by JunB deficiency (Supplementary Fig. 8c).

**Fig. 6:**
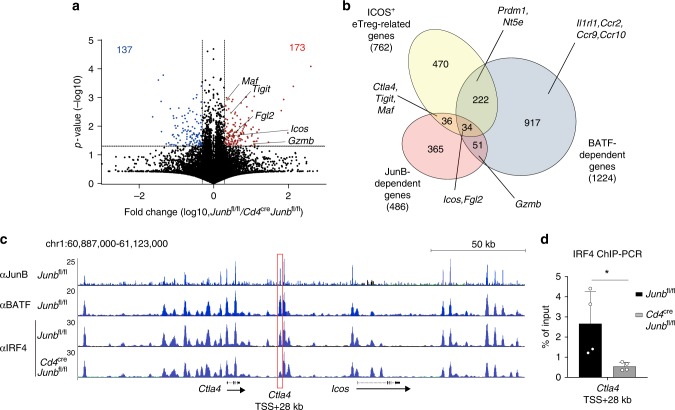
JunB diversifies targets for BATF and IRF4 in eTreg cells. **a**–**c** RNA-seq analysis of CD4^+^CD25^+^ Treg cells isolated from spleens of *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice. **a** Volcano plot comparing gene expression of Treg cells isolated from *Cd4*^Cre^*Junb*^fl/fl^ mice versus those from *Junb*^fl/fl^ mice. **b** Venn diagram of genes upregulated by JunB (JunB-dependent genes) and BATF (BATF-dependent genes), and genes expressed in ICOS-expressing CD62L^lo^ eTreg cells. **c** ChIP-seq analysis of CD4^+^CD25^+^ Treg cells isolated from spleens of *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice. Cells were stimulated with anti-CD3 and anti-CD28 antibodies in the presence of IL-2 for 60 h and used for ChIP-Seq analysis with antibodies against JunB, BATF, and IRF4. The genomic region containing *Ctla4* and *Icos* genes was shown. The red box indicates a region located 28 kb downstream of transcription start site of *Ctla4* (*Ctla4* TSS + 28 kb) in which the level of IRF4-binding was significantly decreased by JunB deficiency. Arrows indicate the direction of gene transcription. **d** ChIP-PCR analysis of CD4^+^CD25^+^ Treg cells isolated from spleens of *Cd4*^Cre^*Junb*^fl/fl^ and *Junb*^fl/fl^ mice. Cells were stimulated with anti-CD3 and anti-CD28 antibodies in the presence of IL-2 for 72 h and used for ChIP with anti-IRF4 antibody. Immunoprecipitated DNA was analyzed by qPCR using primers to detect the IRF4-binding site located in the *Ctla4* TSS + 28 kb region. Error bars indicate s.d. (*n* = 4). *P < 0.05 (unpaired two-tailed Student’s *t* test). Data represent two independent experiments

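The TSS of the protein-coding *Ctla4* transcript lies at position 60965869 of chromosome 1 in mm9, so that the position 28 kb downstream is 60993869, in intergenic sequence between *Ctla4* and *Icos*. A JunB peak was listed there, from 60993847 to 60993997, at place 1235 of 29659 in its list. The reference sequence of this peak on the plus strand is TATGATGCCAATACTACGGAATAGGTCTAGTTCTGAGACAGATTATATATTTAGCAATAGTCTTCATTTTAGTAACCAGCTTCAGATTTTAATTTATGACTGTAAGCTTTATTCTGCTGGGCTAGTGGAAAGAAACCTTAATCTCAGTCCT, which holds no match to the AICE or AP-1 consensus. A BATF peak covered it from 60993595 to 60994207, at place 418 of 13570. No IRF4 peak was listed at this position in either genotype. The nearest one in *Junb*-sufficient cells lay from 60995729 to 60996341, with its centre 2113 bp from that of the JunB peak, and it was listed in *Junb*-deficient cells as well, from 60995721 to 60996325. These 2 IRF4 peaks stood at place 192 of 31093 and place 175 of 29033. HOMER drops peaks that do not stand 4-fold above the surrounding 10 kb, which a strong neighbour makes harder to reach. Whether this removed an IRF4 peak here was not tested, so absence from the lists is not absence of binding. The paper reports lower IRF4-binding at this site in *Junb*-deficient cells by ChIP-seq signal and ChIP-PCR, which lists without peak heights cannot test.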

To assess the function of JunB in a transcriptional program for eTreg cells, we compared our data with previously identified eTreg-related genes (genes that ICOS^+^ eTreg cells expressed more highly than did ICOS^−^ eTreg cells)^18^. Among 762 eTreg-related genes, only 70, including *Icos*, *Tigit*, *Fgl2*, *Ctla4*, and *Maf*, were downregulated in *Junb*-deficient Treg cells compared with *Junb*-sufficient Treg cells (Fig. 6a, b). We also compared our data with previously identified genes regulated by BATF in Treg cells^24^. Compared with JunB, many more eTreg-related genes (256 genes out of 762) were downregulated by BATF deficiency (Fig. 6b). Expression of only 34 eTreg-related genes, including *Icos* and *Fgl2*, was promoted by both JunB and BATF (Fig. 6b). In addition, expression of 36 eTreg-related genes, including *Ctla4*,*Tigit*, and *Maf* was upregulated by JunB, but not BATF, whereas expression of 222 eTreg-related genes, including *Prdm1* and *Nt5e* was promoted by BATF, but not JunB (Fig. 6b). In addition, expression of *Il1rl1* (encoding ST2) and chemokine receptors *Ccr2*, *Ccr9*, and *Ccr10* was upregulated by BATF, but not JunB (Fig. 6b). These data indicate that JunB and BATF regulate shared and unique target genes in the eTreg transcriptional program.

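Chromatin immunoprecipitation-sequencing (ChIP-seq) recovers DNA fragments bound by a protein with an antibody and sequences them, and places with more fragments than their surroundings are called as peaks. CD4+CD25+ Treg cells from spleens were activated for 60 h through CD3 and CD28 with IL-2 added. The data comprised 4 libraries, 1 per condition. JunB, BATF, and IRF4 were each immunoprecipitated from *Junb*-sufficient cells, and IRF4 also from *Junb*-deficient cells. The paper gives the genotypes as *Junb* fl/fl and *Cd4* Cre*Junb* fl/fl, whereas the sample labels name a *Foxp3*-driven Cre for both, and the paper's genotypes were used. The paper describes inflammation in *Foxp3* Cre*Junb* fl/fl mice and no signs of it in *Cd4* Cre*Junb* fl/fl mice. Which genotype is right therefore bears on how any difference between the IRF4 lists is read. One label field also exchanges the BATF and IRF4 antibodies of the *Junb*-sufficient cells, and the libraries were named as in the paper's own list, which matches the sample titles. The authors aligned the reads to the mouse genome assembly mm9 and called peaks separately in each library with HOMER, without a control library in the recorded command. Each peak had to pass a false discovery rate of 0.001 and to exceed the surrounding 10 kb by at least 4-fold, and at most 1 tag (aligned read) per bp was counted. The recorded total was 27399986 tags for JunB, 26496780 for BATF, 23914441 for IRF4 in *Junb*-sufficient cells and 21127029 for IRF4 in *Junb*-deficient cells. The share of tags that fell in peaks was 4.27%, 5.03%, 12.76% and 11.15%, respectively. After the limit of 1 tag per bp, the recorded tag density corresponds to 16.0 M (M standing for mega), 16.1 M, 17.3 M and 17.9 M tags in the same order, and peaks were called on these. The lists held 29659 JunB peaks, 13570 BATF peaks, 31093 IRF4 peaks in *Junb*-sufficient cells and 29033 IRF4 peaks in *Junb*-deficient cells. HOMER sets the peak width from the fragment length it estimates, so that nearly all JunB peaks were 151 bp wide and those of BATF and of IRF4 in *Junb*-sufficient cells 613 bp. The score column is 1 for every peak, so peak heights were not compared, and a peak could only be scored as listed or not listed. Peaks of 2 lists were taken as shared when they overlapped by at least 1 bp. With no replicate, no test between genotypes was made, and the exact binomial (Clopper-Pearson) 95% intervals given for shares cover counting error over peaks and not the variation between cell preparations.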

To elucidate mechanisms underlying JunB-dependent transcriptional regulation, we conducted chromatin immunoprecipitation-sequencing (ChIP-Seq) analysis using antibodies against JunB, as well as against BATF and IRF4. 

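Of the 29659 JunB peaks, 9771 overlapped a BATF peak (32.9%, 95% interval 32.4 to 33.5%) and 12698 overlapped an IRF4 peak (42.8%, 42.2 to 43.4%). Both BATF and IRF4 peaks were overlapped by 8921 JunB peaks (30.1%, 29.6 to 30.6%). When the JunB peaks were placed at random within their chromosomes 1000 times, 0.341% of them on average, and at most 0.455%, overlapped both. None of the 1000 placements reached the observed number. Random placement keeps neither mappability nor open chromatin, so it sets only a lower baseline. The overlap was larger when seen from the shorter list, with 9600 of the 13570 BATF peaks overlapping a JunB peak (70.7%, 70.0 to 71.5%). The remaining 16111 JunB peaks (54.3%) overlapped neither a BATF nor an IRF4 peak of *Junb*-sufficient cells. The alternative that moved the share overlapping both the most was to count it as a share of the BATF peaks, which gave 66.0%, and taking the same number of first-listed peaks from every list gave 46.2%.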

We found that JunB-binding peaks overlapped significantly with BATF- and IRF4-binding peaks (Supplementary Fig. 9a). 

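Transcription start sites (TSSs) were taken from all transcripts of protein-coding genes in the GENCODE annotation of mm9, and the distance was measured from the peak centre. By this rule 23025 of the 29659 JunB peaks (77.6%) lay within 100 kb of a TSS. Among these, 7714 overlapped both a BATF and an IRF4 peak, a share of 33.5% (95% interval 32.9 to 34.1%). The share was lower among the 6634 JunB peaks farther than 100 kb from any such TSS, at 18.2% (17.3 to 19.1%), and the intervals did not overlap. Restricting the distance to 10 kb gave 33.1% (32.1 to 34.1%).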

Among peaks identified around gene-encoding regions (within 100 kb of transcription start site), 35% of JunB peaks overlapped with BATF and IRF4 (Supplementary Fig. 9b). Furthermore, among peaks located around eTreg-related genes, higher numbers of JunB peaks (47%) overlapped with BATF and IRF4 (Supplementary Fig. 9c). 

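The list of eTreg-related genes behind this comparison was not used here, and the share was computed for 9 genes that the paper names as eTreg-related, chosen before the data were examined, *Icos*, *Tigit*, *Fgl2*, *Ctla4*, *Maf*, *Prdm1*, *Nt5e*, *Klrg1*, and *Gzmb*. A total of 113 JunB peaks lay within 100 kb of a TSS of these genes, and 43 of them overlapped both a BATF and an IRF4 peak (38.1%, 95% interval 29.1 to 47.7%). This interval includes both the share among all JunB peaks near a TSS and the 47% that the paper states for its own list of eTreg-related genes, so that 113 peaks could not tell a like share from a higher one. By gene, the share ranged from 25.0% at *Prdm1* (5 of 20 peaks) to 47.1% at *Tigit* (8 of 17 peaks). The paper also names ST2 among eTreg-related molecules. At its gene *Il1rl1* 6 of 11 peaks overlapped both (54.5%), and adding this gene, a choice made after seeing the data, gave 39.5% (30.9 to 48.7%). At *Icos*, 10 of 26 JunB peaks overlapped both, and at *Ctla4*, 7 of 26. The TSSs of *Icos* and *Ctla4* lie 68.9 kb apart, so peaks within 100 kb of both are counted at each gene.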

As in previously reported data for Th17 and CD8^+^ T cells^36–40^, de novo motif analysis identified AICE motifs in overlapping ChIP-seq peaks for JunB, BATF, and IRF4 (Supplementary Fig. 9d).

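An AP-1-IRF composite element (AICE) joins a site for an AP-1 dimer such as BATF-JunB to a site for an interferon regulatory factor. In place of a de novo search, fixed consensus sequences were matched on either strand in the mm9 sequence within 100 bp of the centre of each of the 8921 JunB peaks that overlapped both BATF and IRF4 peaks. The AICE consensus was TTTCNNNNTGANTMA or GAAATGANTMA, and the AP-1 consensus was TGASTCA. An AICE match was present in 670 of these peaks (7.51%, 95% interval 6.97 to 8.08%). It was present in 23 of 8628 windows of the same width placed 5 kb downstream and clear of all peaks (0.267%, 0.169 to 0.400%). JunB peaks that overlapped BATF but not IRF4 held an AICE match in 4.47% (3.18 to 6.08%). The share was 2.97% (2.45 to 3.56%) for those that overlapped IRF4 but not BATF. For those that overlapped neither it was 1.72% (1.52 to 1.93%). The AP-1 consensus was found in 42.0% of the peaks shared by all 3 factors (41.0 to 43.1%) and in 3.48% of the downstream windows (3.10 to 3.89%). Among JunB peaks that overlapped IRF4 alone, BATF alone or neither, it was found in 33.4%, 30.0% and 12.4%, respectively. Exact matches to a short consensus miss degenerate sites, so these shares are not the share of peaks with any AICE-like sequence.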

We next investigated whether JunB is required for DNA-binding of IRF4 by ChIP-seq analysis for IRF4 in *Junb*-sufficient and *Junb*-deficient Treg cells. Global analysis of ChIP-seq peaks revealed that levels of IRF4 DNA-binding were significantly decreased in 28% of ChIP-seq peaks that overlapped for IRF4 and JunB (3190 out of 13,813 peaks, > 2× changes). 

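Peak heights are absent from the lists used here, so a change of more than 2-fold in IRF4-binding was not computed. What could be counted was whether a peak of *Junb*-sufficient cells had any overlapping peak in the IRF4 list of *Junb*-deficient cells. A missing peak is not the same as lost binding, since a weakened peak can fall below the calling threshold and a strong one can be removed by the filter on the surrounding 10 kb. Of the 31093 IRF4 peaks in *Junb*-sufficient cells, 12518 overlapped a JunB peak. Of these, 2979 had no overlapping IRF4 peak in *Junb*-deficient cells (23.8%, 95% interval 23.1 to 24.6%). Among the 18575 IRF4 peaks that did not overlap a JunB peak, 7896 had none (42.5%, 41.8 to 43.2%). The lists appear to be ordered by strength, because the share of peaks found in the other lists fell from their beginning to their end, and 80.8% of the IRF4 peaks shared with JunB lay in the first 50% of the list against 29.2% of the others. Pooled over 20 strata of like place in the list, the odds of having no *Junb*-deficient peak were higher for the peaks shared with JunB (Mantel-Haenszel odds ratio 1.41, 95% interval 1.33 to 1.51). This did not hold along the whole list. Among 10 equal parts, shared peaks lacked a counterpart more often in parts 2 to 9, with intervals that did not overlap in parts 2 to 8. In part 1 the share was 4.95% (4.20 to 5.79%) for shared and 7.92% (3.48 to 15.0%) for the 101 unshared peaks, and in part 10 it was 66.4% (60.0 to 72.3%) and 68.0% (66.2 to 69.7%). Without strata the odds ratio was 0.422 (0.402 to 0.444), so that the direction depended on whether the place in the list was taken into account. In the opposite comparison, 757 of the 10181 *Junb*-deficient IRF4 peaks that lay at JunB peaks had no *Junb*-sufficient IRF4 peak (7.44%, 6.93 to 7.96%). The share among the shared peaks moved the most, to 17.3%, when only the first 50% of the *Junb*-sufficient IRF4 list was used, an alternative chosen after seeing the data, and it was 30.2% when peak centres had to lie within 100 bp.

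**Figure D1:**
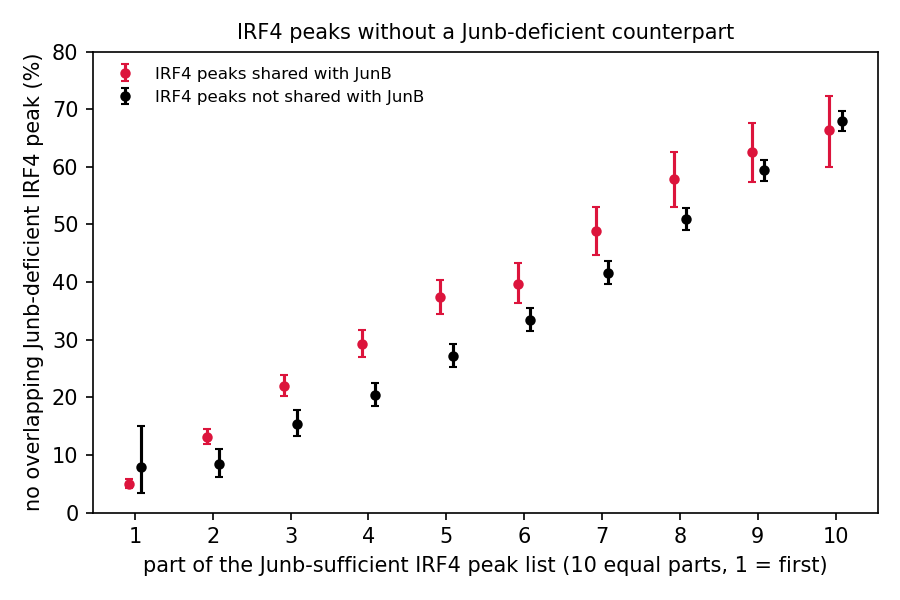
Percentage of IRF4 peaks of *Junb*-sufficient Treg cells with no overlapping IRF4 peak in *Junb*-deficient Treg cells, in 10 equal parts of the peak list from its beginning (1) to its end (10), for peaks shared with JunB (red) and not shared (black). Points are shares of 1 library and bars are exact binomial 95% intervals over peaks; shared peaks lie above the others in parts 2 to 9 and below them in parts 1 and 10, where the bars overlap.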

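Motifs were compared between the 2979 IRF4 peaks shared with JunB that had no *Junb*-deficient IRF4 peak and the 9539 that had one, in windows of 201 bp around the IRF4 peak centre. The AP-1 consensus was present in 1460 of the peaks without a *Junb*-deficient counterpart (49.0%, 95% interval 47.2 to 50.8%) and in 3359 of those with one (35.2%, 34.3 to 36.2%). The odds ratio was 1.77 (two-sided Fisher's exact test over peaks, p = 6.66e-41), and 2.09 (1.91 to 2.29) among peaks at a like place in the list. An AICE match was present in 159 of the peaks without a counterpart (5.34%, 4.56 to 6.21%) and in 616 of those with one (6.46%, 5.97 to 6.97%). This difference, an odds ratio of 0.817 (two-sided Fisher's exact test, p = 0.0264), was not found at a like place in the list, where the odds ratio was 1.04 (0.850 to 1.27). A total of 8 such comparisons of motif and window were made, and the Benjamini-Hochberg adjusted p over them was 5.33e-40 for the AP-1 consensus and 0.0306 for AICE. The p-values describe these peak lists and do not test the genotypes. In windows 5 kb downstream of the peaks without a counterpart, the AP-1 consensus was present in 3.18% and AICE in 0.315%. From the motifs of peaks with lower IRF4-binding, the paper proposes that JunB is important for DNA-binding of IRF4 at a subset of loci that contain AICE motifs.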

De novo motif analysis identified AP-1 and AICE motifs in overlapping ChIP-seq peaks for JunB and IRF4, in which levels of IRF4-binding were downregulated by JunB deficiency (supplementary Fig. 9e), implying the importance of JunB for DNA-binding of IRF4 at a subset of loci containing AICE motifs. 

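The genomic region shown in Fig. 6c holds *Ctla4* (chromosome 1, 60943844 to 60972676, plus strand) and *Icos* (chromosome 1, 61034771 to 61057164, plus strand) in the mm9 annotation. In this region 22 IRF4 peaks were listed for *Junb*-sufficient Treg cells and 19 for *Junb*-deficient Treg cells. Of the 22, 19 were shared with JunB, and 15 had an overlapping peak in *Junb*-deficient cells. Among the 19 shared with JunB, 6 had none. A first one covered the *Ctla4* TSS (60965475 to 60966087) and stood at place 396 of 31093 in the list. Another lay in an intron of a longer *Ctla4* transcript (60955491 to 60956103, place 1001). A further 2 were intergenic and upstream of *Ctla4* (60932088 to 60932700, and 60937827 to 60938439). The remaining 2 were intergenic and downstream of *Icos* (61092114 to 61092726, and 61111184 to 61111796). A total of 4 peaks were listed in *Junb*-deficient cells alone, of which 1 lay at a JunB peak (60962275 to 60962879, in an intron of *Ctla4*). Between the end of *Ctla4* and the *Icos* TSS, 4 IRF4 peaks were listed in *Junb*-sufficient cells, and each had a *Junb*-deficient counterpart. The lists give no heights for these 4 peaks, and their places in the lists were compared instead, a comparison chosen after seeing the data. The peak from 60987027 to 60987639 stood at place 4807 in *Junb*-sufficient cells (15.5% of the list) and its counterpart at place 24641 of 29033 in *Junb*-deficient cells (84.9%). Of the 9539 IRF4 peaks shared with JunB and found in both genotypes, 56 moved as far down the list (0.587%, 95% interval 0.444 to 0.762%). This set leaves out shared peaks that dropped off the *Junb*-deficient list altogether. In part 2 of the *Junb*-sufficient list, which holds this peak, these were 341 of 2595 shared peaks (13.1%). The set also includes peaks that began too low in the list to fall as far. Shares of this set therefore do not show how rare a fall is. The peak from 61011565 to 61012177 moved from 35.9% to 48.6% of the list, and 27.2% of these 9539 peaks moved as far or farther. The peak from 60995729 to 60996341 stood at 0.618% and 0.603%, and the one from 61031851 to 61032463 at 1.66% and 3.10%. A place is relative to the other peaks of its list, and with 1 library per genotype its variation between cell preparations is not known. Within runs of the lists, peaks follow chromosome position, so an exact place depends partly on position.

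**Figure D2:**
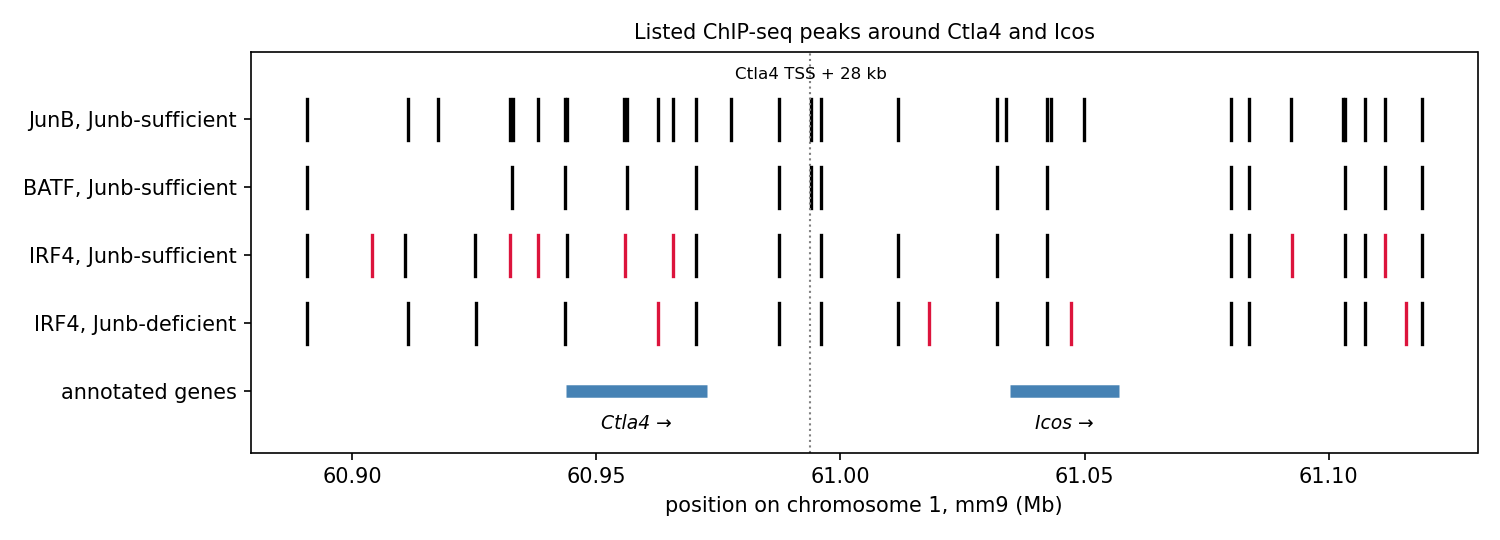
Positions of listed peaks in the 4 libraries along the region of Fig. 6c, in Mb of chromosome 1 of mm9. Each tick is 1 peak at its centre, red ticks are IRF4 peaks listed in only 1 genotype, blue bars are the annotated genes with their direction of transcription, and the dotted line is 28 kb downstream of the *Ctla4* TSS, where JunB and BATF peaks but no IRF4 peak were listed.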

We noted that at IRF4-binding sites located between *Icos* and *Ctla4*, both of which are upregulated by JunB and IRF4 in Treg cells, levels of some IRF4 peaks were reduced in *Junb*-deficient Treg cells (Fig. 6c). To confirm this, we performed ChIP for IRF4 followed by PCR analysis using primers to detect genomic regions in which significant decreases of DNA-binding of IRF4 by JunB deficiency were shown in ChIP-seq data. JunB deficiency considerably reduced IRF4 binding to sites located near *Icos*, *Ctla4*, *Gzmb*, and *Maf* (Fig. 6d and Supplementary Fig. 9f, g). In contrast, at IRF4-binding sites located near *Prdm1* and *Gata3*, DNA binding of IRF4 and BATF was not affected by JunB deficiency (Supplementary Fig. 9h, i). We also confirmed that JunB deficiency did not affect expression levels of IRF4 and BATF in eTreg cells (Supplementary Fig. 1e, f). These data suggest that JunB serves key functions in expression of a subset of IRF4-dependent, eTreg-related genes, probably by promoting DNA-binding of IRF4 at sites associated with those genes.

## Discussion

The TCR-dependent eTreg transcriptional program is indispensable for Treg cells to maintain immune homeostasis^6^. Upon TCR stimulation, IRF4 is induced and transcriptionally regulates a variety of eTreg-related genes^7^. In addition, an AP-1 transcription factor, BATF, which can interact with IRF4 to bind AICE motifs, is also required for eTreg differentiation^11,24,49^. However, it remains largely unclear how the IRF4-dependent eTreg program is regulated by AP-1 transcription factors. In this study, we show that the AP-1 transcription factor, JunB, as well as BATF and IRF4, are highly expressed in ICOS^+^ eTreg cells. JunB is critical for accumulation and suppressive functions of eTreg cells, and Treg-specific ablation of JunB results in multi-organ autoimmunity. Unlike IRF4, which is absolutely necessary for CD62L^lo^ eTreg generation, JunB regulates expression of a limited set of key effector molecules, such as ICOS and CTLA4, presumably by regulating DNA-binding activity of IRF4 in a locus-specific manner.

Our ChIP-seq data indicate that JunB colocalizes with BATF and IRF4 at loci of large numbers of eTreg-related genes containing AICE motifs. However, our RNA-seq data show that JunB is needed for expression of only a small subset of eTreg-related genes, such as *Icos*, *Klrg1*, *Tigit*, *Ctla4*, and *Gzmb*, in Treg cells. Interestingly, although JunB and BATF regulate some shared target genes, such as *Icos* and *Klrg1*, each regulates a unique set of genes (e.g., *Il1rl1* and *Prdm1* for BATF, and *Ctla4* and *Tigit* for JunB). JunB likely promotes accumulation of IRF4 at loci of selective eTreg-related genes, as loss of JunB severely decreases DNA-binding of IRF4 at its target sites located near *Icos*, *Ctla4*, *Gzmb*, and *Maf*. In addition, the necessity of JunB for IRF4-dependent gene expression is likely context-dependent. For example, expression of CTLA4 and TIGIT is decreased in eTreg cells derived from *Cd4*^Cre^*Junb*^fl/fl^ mice, but not from *Foxp3*^Cre^*Junb*^fl/fl^ mice, although expression of ICOS is decreased in eTreg cells derived from both types of mice. In contrast, expression of GATA3 and T-bet is diminished in eTreg cells derived from *Foxp3*^Cre^*Junb*^fl/fl^ mice, but not *Cd4*^Cre^*Junb*^fl/fl^ mice. These results suggest that the eTreg transcriptional program is differentially regulated in homeostatic and inflammatory environments. It remains unclear what determines the necessity of JunB for locus-specific DNA-binding of IRF4. Future studies are needed to identify differences in cis-regulatory elements or chromatin status associated with the necessity of JunB.

JunB is not required for development of tTreg cells, as accumulation of *Junb*-deficient Treg cells is comparable to accumulation of *Junb*-sufficient Treg cells in the thymus of BM chimera mice. However, JunB is required for accumulation of eTreg cells in a context-dependent manner. Even though a sizeable fraction of Treg cells differentiates into CD62L^lo^ eTreg cells in *Foxp3*^Cre^*Junb*^fl/fl^ mice, accumulation of *Junb*-deficient eTreg cells, is severely decreased in the presence of *Junb*-sufficient Treg cells in WT:*Cd4*^Cre^*Junb*^fl/fl^ BM chimera mice. In WT:*Cd4*^Cre^*Junb*^fl/fl^ BM chimera mice, proliferation, and survival of *Junb*-deficient eTreg cells are significantly decreased, suggesting that JunB is essential for homeostasis of eTreg cells in a competitive setting under non-inflammatory conditions. Given that ICOS promotes survival of eTreg cells^14^, deficient ICOS expression might partly explain impaired fitness in competitive environments for *Junb*-deficient eTreg cells.

JunB is also important for accumulation of eTreg cells in peripheral tissues, particularly in the colon. As an adhesion molecule CD44 is involved in T-cell migration to inflammatory tissues^55^, reduced expression of CD44 in *Junb*-deficient eTreg cells may affect migration of eTreg cells. Our in vitro and in vivo data indicate that JunB is also essential for TCR-dependent suppressive functions of Treg cells by promoting survival of Treg cells activated with strong and/or prolonged antigen signals. Defects in suppressive function in *Junb*-deficient Treg cells could be also attributed to decreased expression of CTLA4, which is critical for Treg-dependent immune homeostasis^17,56^. In addition, our IPA analysis of genes affected by JunB deficiency suggested that TCR signaling and cell survival might be regulated by JunB. Thus, JunB-dependent modulation of the eTreg transcriptional program is critical for accumulation and suppressive functions of eTreg cells.

*Foxp3*^Cre^*Junb*^fl/fl^ mice induce multi-organ autoimmunity, particularly in lung and colon, whereas Treg-specific *Irf4-*deficient (*Foxp3*^Cre^*Irf4*^fl/fl^) mice develop autoimmune pathology in a broader array of tissues, including lung, colon, skin, liver, and pancreas^34^. Furthermore, although Th2 cells are preferentially induced in *Foxp3*^Cre^*Irf4*^fl/fl^ mice^34^, not only Th2 cells, but also Th1 and Th17 cells are aberrantly induced in *Foxp3*^Cre^*Junb*^fl/fl^ mice. In addition, *Foxp3*^Cre^*Junb*^fl/fl^ and *Foxp3*^Cre^*Irf4*^fl/fl^ mice have different sets of increased immunoglobulins. Although the difference in autoimmune pathology could be owing to distinct animal housing environments and different levels of leaky Cre expression in Tconv cells or CD8^+^ T cells, it might also reflect functional differences between JunB and IRF4, discussed above.

eTreg cells express elevated levels of JunB, as well as BATF and IRF4, but regulatory mechanisms for their expression are somewhat different. In Treg cells, the CD3 signal is not sufficient to induce JunB and BATF, but CD28 and IL-2 signals promote expression of JunB and BATF in an additive manner in the presence of CD3 signaling. In contrast, IRF4 expression is induced by CD3 signaling alone and is further augmented by CD28 and IL-2 signals, but there is no additive effect between CD28 and IL-2 signals. In addition, expression of BATF and IRF4 is transcriptionally upregulated, but JunB expression is regulated post-transcriptionally in activated Treg cells. The mechanism of post-transcriptional regulation of JunB expression may include JNK-phosphorylation-mediated stabilization of JunB protein^50^. Moreover, Treg cells express rather high levels of JunB, BATF, and IRF4 in lung compared with spleen, suggesting that tissue-specific signals modulate expression of JunB in peripheral tissues. These observations suggest that JunB, by cooperating with BATF and IRF4, integrates diverse signals to induce specific types of eTreg cells. Furthermore, heterogeneity in expression of these transcription factors can be generated during differentiation of eTreg cells, which might contribute to functional heterogeneity of eTreg cells.

In summary, we identify JunB as a key regulator of IRF4 activity in the eTreg transcriptional program. JunB serves non-redundant functions to facilitate expression of a subset of IRF4 target genes in BATF-dependent and -independent fashions. Thus, JunB could be a target for therapeutic manipulation of specific functions of eTreg cells in immune and autoimmune responses.

## Methods

### Mice

*Junb*^fl/fl^ mice were described previously^42^. *Foxp3*^Cre^ (Foxp3^YFP-Cre^; stock# 016959), *Cd4*^Cre^ (stock# 017336), *Rag1*^−/−^ (stock# 002216), and B6SJL (stock# 002014) mice were obtained from the Jackson Laboratory. All mice were maintained on a C57BL/6 background under specific pathogen-free conditions. Sex-matched, 6–12-week-old mice were used for experiments. All animal experimental protocols were approved by the Animal Care and Use Committee at Okinawa Institute of Science and Technology Graduate University.

### Antibodies

For flow cytometry analysis and FACS, the following antibodies were used: anti-CD3 (17 A2, Biolegend, 1:400), anti-CD4 (GK1.5, Biolegend, 1:100 or 1:400), anti-CD8 (53–6.7, Biolegend, 1:400), anti-CD25 (PC61, Biolegend, 1:400), anti-CD44 (IM7, Biolegend, 1:400), anti-CD62L (MEL-14, Biolegend, 1:400), anti-CD19 (6D5, Biolegend, 1:400), anti-CD45R/B220 (RA3-6B2, Biolegend, 1:400), anti-Fas (SA367H8, Biolegend, 1:400), anti-GL-7 (GL7, Biolegend, 1:400), anti-CD138 (281–2, Biolegend, 1:400), anti-CTLA4 (UC10-4B9, Biolegend, 1:400), anti-GITR (DTA-1, Biolegend, 1:400), anti-ICOS (7E.17G9, Biolegend, 1:100 or 1:400), anti-TIGIT (1G9, Biolegend, 1:400), anti-KLRG1 (2F1/KLRG1, Biolegend, 1:400), anti-ST2 (DIH9, Biolegend, 1:200), anti-IL-17A (TC11-18H10.1, Biolegend, 1:500), anti-IFN-γ (XMG1.2, Biolegend, 1:100), anti-JunB (C-11, Santa Cruz Biotechnology, 1:200), anti-IRF4 (IRF4.3E4, Biolegend,1:100), anti-BATF (D7C5, Cell Signaling Technology, 1:400), anti-Foxp3 (150D, Biolegend, 1:100), anti-GATA3 (16E10A23, Biolegend,1:200), anti-RORγt (Q31-378, BD, 1:100), anti-T-bet (4B10, Biolegend, 1:100), anti-Helios (22F6, Biolegend, 1:100), anti-CD45.1 (A20, Biolegend, 1:400), anti-CD45.2 (104, Biolegend, 1:400), anti-Ki-67 (16A8, Biolegend, 1:400), anti-goat IgG (Poly4053, Biolegend, 1:100 or 1:400), and anti-rabbit IgG (Poly4064, Biolegend, 1:100 or 1:400). For ChIP analyses, anti-JunB (210, Santa Cruz, 2 μg per ChIP), anti-BATF (WW8, Santa Cruz, 2 μg per ChIP), and anti-IRF4 (M-17, Santa Cruz, 2 μg per ChIP) were used.

### Cell isolation

Cells were isolated from spleens, lymph nodes, and thymuses by mashing them through cell strainers (BD; 352340). Cells were also isolated from lungs and colonic lamina propria using a Lung Dissociation kit (Miltenyi; 130-095^−^927) and a Lamina Propria Dissociation kit (Miltenyi; 130-397-410), respectively, according to the manufacturer’s instructions.

### Flow cytometry

For analysis of cell surface molecules, cells were stained in phosphate-buffered saline (PBS; Invitrogen; 21600) containing 2% fetal calf serum (Biosera; FB-I061) for 30 min on ice. For analysis of intracellular molecules, cells were stained with a Foxp3 Staining Buffer Set (eBioscience; 00-5253-00) according to the manufacturer’s protocol. For analysis of intracellular cytokines, cells were re-stimulated with phorbol 12-myristate 13-acetate (Sigma; P8139; 50 ng mL^−1^) and ionomycin (Sigma; I0634; 500 ng mL^−1^) in the presence of brefeldin A (Biolegend; 420601; 5 μg mL^−1^), and then stained with a Foxp3 Staining Buffer Set. Before antibody staining, cells were incubated with anti-Fc receptor-blocking antibody (anti-CD16/CD32; Biolegend; 101320) and NIR-Zomibe (Biolegend; 423106). In some experiments, dead cells were stained with Annexin-V (Biolegend, 1:400). The gating strategy for flow cytometry analysis and isotype control data are shown in Supplementary Fig. 10.

### Histological analysis

Mouse lung, colon, liver, and skin tissues were fixed in 10% formalin, processed, and stained with hematoxylin and eosin. Inflammatory scores were determined by pathologists in the Biopathology Institute Co. Ltd., Japan.

### Mass cytometry analysis

Cells isolated from mouse spleens were stained for viability in PBS containing 50 μM cisplatin (Fludigm; 201198). Cells were then incubated with anti-Fc receptor-blocking antibody (anti-CD16/CD32; Biolegend; 101320) for 10 min at room temperature, followed by staining with metal-conjugated antibodies for cell surface molecules (Maxpar Mouse Spleen/Lymph node Phenotyping Panel Kit; Fludigm; 201306) according to the manufacturer’s protocol. Then, cells were fixed and permeabilized using a Foxp3 staining buffer set and subjected to staining with anti-Foxp3 antibody (Fludigm; FJK-16s-158Gd). Cells were suspended in Maxpar water supplemented with 10% EQ Four Element Calibration Beads (Fludigm; 201078) and analyzed on a Helios instrument (Fludigm) with Cytobank premium software.

### Enzyme-linked immunosorbent assay

Serum was collected from 8–12-week-old male *Foxp3*^cre^*Junb*^fl/fl^ and control mice. Concentrations of IgE were determined with a Mouse IgE ELISA MAX Standard kit (Biolegend, 432401), and concentrations of IgG1, IgG2a, IgG2b, and IgA were determined as follows. Flat-bottom, 96-well plates (Greiner, 655061) were coated with the following capture antibodies overnight at 4^o^C: anti-mouse IgA (C10-1, BD, 1:500), anti-mouse IgG2a (R11-89, BD, 1:500), anti-mouse IgG2b (R9-91, BD, 1:500), and anti-mouse IgG1 (A85-3, BD, 1:500). Plates were washed and blocked with 0.05% Tween20 in PBS (PBST) containing 5% bovine serum albumin (BSA, Wako, 018-15154) for 4 h at room temperature. The following standard immunoglobulins were used for quantification: IgG1 (S1-68.1, BD), IgG2a (C76-47, BD), IgG2b (C48-4, BD), and IgA (MOPC-320, BD). Samples were diluted with PBST containing 5% BSA (1:10,000 or 1:100,000 for IgA, 1:1,000,000 or 1:10,000,000 for IgG1, 1:120 or 1:1,200 for IgG2a, 1:100,000 or 1:1,000,000 for IgG2b, 1:100, 1:1000, 1:10,000, or 1:100,000 for IgE), added to plates, and incubated for 2 h at room temperature (for IgA and IgE) or overnight at 4^o^C (for IgG1, IgG2a, and IgG2b). Plates were washed and incubated with the following biotin-conjugated secondary antibodies for 1 h at room temperature: anti-mouse IgA (C10-1, BD, 1:1000), anti-mouse IgG1 (A85-1, BD, 1:1000), anti-mouse IgG2a (R19-15, BD, 1:1000), and anti-mouse IgG2b (R12-3, BD, 1:1000). Plates were then incubated with streptavidin conjugated with horseradish peroxidase (BD, 554066, 1:1000) for 30 min at room temperature. Plates were then incubated with TMB (Sigma, T0440) for 10 min. The reaction was stopped by 2 n sulfuric acid, and absorbance at 450 nm and 570 nm was read using iMark plate reader (Bio-rad).

### RT-qPCR analysis

Total RNA was isolated from FACS-sorted Treg cells using an RNeasy Plus Mini Kit (Qiagen; 74136). Complementary DNA was synthesized using a Revertra Ace qPCR Kit (Toyobo; FSQ-101) and subjected to qRT-PCR analysis with Faststart SYBR master mix (4673484, Roche) and a Thermal Cycler Dice Real Time system (Takara).

### RNA-sequencing analysis

RNA-sequence libraries were prepared with NeoPrep (Illumina) using TruSeq Stranded mRNA NeoPrep Kit (Illumina). Libraries were then purified using Agencort AMPure XP (Beckman Coulter; A63880) at the ratio of 3:2 to remove adapter-dimer, then quantified with droplet digital PCR (Bio-Rad). Sequencing was performed on a HiSeq4000 (Illumina) with a HiSeq 3000/4000 SBS Kit (300 Cycles, Illumina; FC-410–1003) and a HiSeq 3000/4000 PE Cluster Kit (Illumina; PE-410-1001) to generate 150-nucleotide paired-end reads at a read depth of at least 20 million reads per sample.

### ChIP-seq and ChIP-PCR analyses

ChIP samples were prepared using a SimpleChIP Plus Enzymatic Chromatin IP Kit (9005 S, Cell Signaling) as previously described. Treg cells (2–8 × 10^5^ per ChIP-seq or 1–4 × 10^5^ per ChIP-PCR) were activated with anti-CD3 antibody and anti-CD28 antibody in the presence of IL-2 for 60 h, cross-linked in culture medium containing 1% formaldehyde at room temperature for 10 min, and glycine solution was added to stop the reaction. After lysing cells, nuclei were isolated and treated with micrococcal nuclease (0.00313 μL mL^−1^) for 20 min at 37°C, and the reaction was stopped by adding 0.05 m ethylene glycol-bis(β-aminoethyl ether)-*N*,*N*,*N*′,*N*′-tetraacetic acid (EGTA). Samples were then sonicated to disrupt nuclear membranes and centrifuged to collect supernatants containing chromatin. Chromatin solutions were incubated with 1 μg of antibodies overnight at 4°C with rotation, and complexes of antibodies and chromatin were collected with Protein G magnetic beads (Veritas; DB10003). Beads were washed five times with low-salt wash solution and three times with high-salt wash solution buffer (incubated for 5 min for each washing) at 4°C. Chromatin was eluted, de-cross-linked following the manufacturer’s instructions, purified by phenol/chloroform extraction, and used for ChIP-sequencing and ChIP-PCR analyses. Primers used for ChIP-PCR were listed in Supplementary Table 1.

To prepare ChIP-seq libraries, immunoprecipitated DNA was blunt-ended and ligated with adaptors using a KAPA Hyper Prep Kit (KAPA Biosystems; KK8500). DNA was then cleaned up with an Agencort AMPure XP (Beckman Coulter; A63880) at a 1.8 × DNA ratio, amplified by PCR, and purified using the AMPure XP at a 1.2 × DNA ratio. Library DNA was size-selected using a 2% agarose gel cassette of Blue Pippin (Sage Science) for a target size range 150–300 bp, quantified with droplet digital PCR (Bio-Rad), and then sequenced on an Illumina HiSeq4000 to obtain 10 million uniquely aligned reads.

### In vitro Treg suppression assay

Responder CD4^+^ T cells were isolated from B6.SJL (CD45.1) mice and stained with CTV (Thermo Fisher Scientific; C34751). CTV-stained responder cells (5 × 10^4^ cells/well) were cultured alone or together with CD4^+^CD25^+^ Treg cells, isolated freshly or pre-activated by anti-CD3/CD28 antibodies plus IL-2 for 2 days, in the presence of anti-CD3/CD28-coated Dynabeads (Invitrogen; 11456D; 1.25 × 10^4^ beads/well). On day 3, cells were stained for CD45.1, CD45.2, and CD4 and analyzed by flow cytometry.

### In vivo Treg suppression assay

*Rag1*^−/−^ mice were intraperitoneally injected with CD4^+^CD62L^hi^CD44^lo^CD25^-^ naive T cells (4 × 10^5^ cells per mouse) isolated from spleens and lymph nodes of wild-type C57BL/6 mice, together with or without CD4^+^CD25^hi^ Treg cells (2 × 10^5^ cells per mouse) isolated from spleens and lymph nodes of *Cd4*^Cre^*Junb*^fl/fl^ or *Junb*^fl/fl^ mice. Mice were weighed to monitor disease progress.

### Mixed BM chimera mice

*Rag1*^−/−^ recipient mice were lethally irradiated by X-ray with a single dose of 6.5 Gy and 1 day later intravenously injected with a 1:1 mixture of BM cells from B6SJL (CD45.1) mice and *Cd4*^Cre^*Junb*^fl/fl^ or *Junb*^fl/fl^ mice (1 × 10^7^ cells per mouse). Mice were given drinking water containing 1 mM Trimethoprim (Sigma-Aldrich; 46984) and 5 mM Sulfamethoxazole (Sigma-Aldrich; 31737) for 1 week before and after irradiation. Mice were maintained for at least 2 months after transplantation and used for analysis.

### Statistical analysis

Unpaired two-tailed Student’s *t* tests were performed using Prism software (GraphPad). *P* values < 0.05 were considered statistically significant.

## Supplementary Information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The RNA-seq and ChIP-seq data have been deposited in the Gene Expression Omnibus with the primary accession code GSE121295. CyTOF data were uploaded in Cytobank (this data will be available from the authors upon request). All other data supporting the findings of this study are available from the authors on request.

# Supplementary material for: JunB regulates homeostasis and suppressive functions of effector regulatory T cells
**Source:** Nat Commun. 2018 Dec 17;9:5344. doi: 10.1038/s41467-018-07735-4
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

N/A

Data analysis

Flow Jo\_V10 was used for analysis of flow cytometric data. Excel 2016 and GraphPad Prism 7.01 was used for data analysis. Bowtie2 was used for ChIP-seq and RNA-seq analysis. Homer 4.10 was used for ChIP-seq analysis. 

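HOMER's findPeaks program scans the aligned reads, which it calls tags, for windows of a set width that hold more tags than chance would give. The files record the settings used. The width followed the fragment length estimated from each library, which was 150 bp for JunB, 612 bp for BATF and for IRF4 in *Junb*-sufficient cells, and 604 bp for IRF4 in *Junb*-deficient cells. Peaks of one list had to be at least 300 bp apart for JunB and 1224 bp apart for BATF. The tag threshold that met the false discovery rate was 10 tags for JunB and 19 tags for each of the other libraries. The filter against the surrounding 10 kb removed 1644 of 31333 putative JunB peaks (5.25%), 7688 of 21258 for BATF (36.2%), 18613 of 49706 for IRF4 in *Junb*-sufficient cells (37.4%) and 16490 of 45523 for IRF4 in *Junb*-deficient cells (36.2%). The narrower window of the JunB library thus came with a lower threshold and fewer peaks removed, which bears on any comparison of peak numbers between JunB and the other factors.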

Tophat2 .2.1 and cufflinks 2.2.1. were used for RNA-seq analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All other data supporting the findings of this study are available from the authors on request.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined according to the basis of previous publications in the immunology field and our previous experience. In most of the experiments, 3 - 8 samples per condition was considered as enough to identify the differences. Exact sample sizes were indicated in the figure legend. |
| Data exclusions | No exclusion criteria was used.                                                                                                                                                                                                                                                                         |
| Replication     | Data are representative of two or more independent experiments with similar results (statistical significance).                                                                                                                                                                                         |
| Randomization   | No randomization method was used.                                                                                                                                                                                                                                                                       |
| Blinding        | Histology scoring and weight measurement were performed in blind conditions.                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Unique biological materials

Policy information about [availability of materials](#)

Obtaining unique materials All the materials used are available without restrictions.

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | For flow cytometry analysis and fluorescence-activated cell sorting (FACS), the following antibodies were used: anti-CD3 (17A2, Biolegend, 1:400), anti-CD4 (GK1.5, Biolegend, 1:100 or 1:400), anti-CD8 (53-6.7, Biolegend, 1:400), anti-CD25 (PC61, Biolegend, 1:400), anti-CD44 (IM7, Biolegend, 1:400), anti-CD62L (MEL-14, Biolegend, 1:400), anti-CD19 (6D5, Biolegend, 1:400), anti-CD45R/B220 (RA3-6B2, Biolegend, 1:400), anti-Fas (SA367H8, Biolegend, 1:400), anti-GL-7 (GL7, Biolegend, 1:400), anti-CD138 (281-2, Biolegend, 1:400), anti-CTLA4 (UC10-4B9, Biolegend, 1:400), anti-GITR (DTA-1, Biolegend, 1:400), anti-ICOS (7E.17G9, Biolegend, 1:100 or 1:400), anti-TIGIT (1G9, Biolegend, 1:400), anti-KLRG1 (2F1/KLRG1, Biolegend, 1:400), anti-ST2 (DIH9, Biolegend, 1:200), anti-IL-17A (TC11-18H10.1, Biolegend, 1:500), anti-IFN- $\gamma$ (XMG1.2, Biolegend, 1:100), anti-JunB (C-11, Santa Cruz Biotechnology, 1:200), anti-IRF4 (IRF4.3E4, Biolegend, 1:100), anti-BATF (D7C5, Cell Signaling Technology, 1:400), anti-Foxp3 (150D, Biolegend, 1:100), anti-GATA3 (16E10A23, Biolegend, 1:200), anti-ROR $\gamma$ (Q31-378, BD, 1:100), anti-T-bet (4B10, Biolegend, 1:100), anti-Helios (22F6, Biolegend, 1:100), anti-CD45.1 (A20, Biolegend, 1:400), anti-CD45.2 (104, Biolegend, 1:400), anti-Ki-67 (16A8, Biolegend, 1:400), anti-goat IgG (Poly4053, Biolegend, 1:100 or 1:400), and anti-rabbit IgG (Poly4064, Biolegend, 1:100 or 1:400). |
| Validation      | Validation data are available on the manufacturer's website and data sheet.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Junbfl/fl mice were described previously<sup>42</sup>. Foxp3Cre (Foxp3YFP-Cre; stock# 016959), Cd4Cre (stock# 017336), Rag1-/- (stock# 002216), and B6SJL (stock# 002014) mice were obtained from the Jackson Laboratory. All mice were maintained on a C57BL/6 background under specific pathogen-free conditions. Sex-matched, 6-12-week-old mice were used for experiments. All animal experimental protocols were approved by the Animal Care and Use Committee at Okinawa Institute of Science and Technology Graduate University.

### Wild animals

The study did not involve wild animals.

### Field-collected samples

The study did not involve samples collected from the field.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121295>

### Files in database submission

GSM3430972 WT\_Treg\_aJunB.fastq.gz  
GSM3430973 WT\_Treg\_aBATF.fastq.gz  
GSM3430974 WT\_Treg\_alRF4.fastq.gz  
GSM3430975 KO\_Treg\_alRF4.fastq.gz  
GSM3430972\_Treg\_WT\_JunB.bed.gz  
GSM3430973\_Treg\_WT\_BATF.bed.gz  
GSM3430974\_Treg\_WT\_IRF4.bed.gz  
GSM3430975\_Treg\_KO\_IRF4.bed.gz

### Genome browser session

(e.g. [UCSC](#))

No longer applicable

## Methodology

### Replicates

All ChIP-seq experiments were performed 2 times.

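The peak lists used here come from 1 library per condition, and each list names a single set of aligned reads as its source. A second performance of the ChIP-seq experiments was not analysed here, so that the variation of a peak between performances is not known.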

### Sequencing depth

20 million pair-end reads for each experiment

### Antibodies

anti-JunB (210, Santa Cruz, 2 µg per ChIP), anti-BATF (WW8, Santa Cruz, 2 µg per ChIP), and anti-IRF4 (M-17, Santa Cruz, 2 µg per ChIP) were used.

### Peak calling parameters

Basecalls performed using RTA2  
ChIP-seq reads were aligned to the mm9 genome assembly using Bowtie2.1.2 with optional parameters "-a --strata --best -m 1 -v 2"  
peaks were called using Homer v4.10 with the default setting  
Genome\_build: mm9

### Data quality

We repeatedly performed ChIP-PCR to confirm ChIP-seq data quality.

### Software

Bowtie2, Homer

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Cells were isolated from spleens, lymph nodes, and thymuses by mashing them through cell strainers (BD; 352340). Cells were

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | also isolated from lungs and colonic lamina propria using a Lung Dissociation kit (Miltenyi; 130-095-927) and a Lamina Propria Dissociation kit (Miltenyi; 130-397-410), respectively, according to the manufacturer's instructions.                                                                                                                                                                                                                          |
| Instrument                | BD LSRFortessa, BD FACSAria II, BD FACSAriaIII                                                                                                                                                                                                                                                                                                                                                                                                                |
| Software                  | BD FACS software was used for collection and FlowJo v10 was used for analysis.                                                                                                                                                                                                                                                                                                                                                                                |
| Cell population abundance | $2 \times 10^5$ - $2 \times 10^6$ cells per sample were obtained.                                                                                                                                                                                                                                                                                                                                                                                             |
| Gating strategy           | For the all data analysis, FSC-A/SSC-A gating was performed for cell size and characteristics determination and exclusion of debris. In addition, FSC-H/FSC-W gating and SSC-H/SSC-W gating were performed for the exclusion of cell doublets. Then dead cells were excluded by Zombie-NIR staining. Positive gate and negative gate were determined by using isotype control or knockout control. Gating strategies are provided in Supplementary Figure 10. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

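JunB, BATF and IRF4 ChIP-seq of splenic CD4+CD25+ Treg cells was analysed from the peak lists of 4 libraries, 1 per condition. The authors aligned reads to mm9 with Bowtie2, keeping reads with a unique position, and called peaks with HOMER in each library by itself. The deposited lists give the position of each peak and a score that is 1 for every peak, so the score carried no information. Lists were read as deposited, with positions counted from 1. Samples were assigned to conditions by the paper's list of libraries and the sample titles. An antibody field that exchanges BATF and IRF4 in *Junb*-sufficient cells was overruled by both, and the exchange was run as an alternative.

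The recorded totals ranged from 21127029 tags (IRF4, *Junb*-deficient) to 27399986 tags (JunB), and the tags left after the limit of 1 per bp, on which peaks were called, from 16.0 M (JunB) to 17.9 M (IRF4, *Junb*-deficient). The lists keep no tag counts per peak, so precision was expressed over peaks, with exact binomial 95% intervals. These cover counting error only. No test between genotypes was made, since each had 1 library.

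The comparison planned for IRF4-binding more than 2-fold weaker in *Junb*-deficient cells needed a score and was not computed. Peaks without a *Junb*-deficient counterpart were counted in its place. Where an alternative set before the data were examined called for the best-scoring peaks, the place in the list was used. The headers do not name the order of the lists, and it was therefore tested. The share of *Junb*-sufficient IRF4 peaks with a *Junb*-deficient counterpart was 95.0% in the first of 10 equal parts of the list and 32.1% in the last. The IRF4 lists consist of runs in genome order, 533 in *Junb*-sufficient and 448 in *Junb*-deficient cells. Within a run the place follows chromosome position.

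Overlap of at least 1 bp defined shared peaks. Random placement of the JunB peaks was repeated 1000 times within the span of each chromosome that holds peaks. TSS positions came from the GENCODE annotation of the same assembly, 69963 positions for protein-coding genes, and all peaks lay within the chromosome lengths of that assembly. Annotated introns and exons refer to protein-coding genes. Motifs were matched as fixed consensus sequences. Odds ratios over 20 strata of the list used the Mantel-Haenszel estimate. The computations were run in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. The procedures were tested on simulated data. For overlap, 35.6% of 20000 simulated peaks had a partner and 35.6% were recovered. For the comparison of shared with unshared IRF4 peaks, a simulated odds ratio of 2 over 20000 peaks was recovered as 1.96. For AICE matches, 29.8% of 4000 windows carried a planted motif and 29.85% held a match.

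The genes named in the text were fixed before the data were examined: the genes of the ChIP-seq paragraphs, other genes the paper names as eTreg-related or BATF-dependent, all peaks in the region of Fig. 6c, and the 5 IRF4 peaks shared with JunB that stood highest in the list without a *Junb*-deficient counterpart. The alternatives were likewise fixed then, except widening the JunB peaks, using the TSSs of all annotated genes, restricting the *Junb*-sufficient IRF4 list alone to its first 50%, centring motif windows on JunB peaks, and adding genes to the 9 eTreg-related ones, which were chosen after seeing the data. The RNA-seq, CyTOF and ChIP-PCR experiments, a de novo motif search and the full list of eTreg-related genes were not analysed here.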

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

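Of the tests below, the one on sequencing depth and the comparison of both directions by part of the list were chosen after the result was seen. So were those on *Junb*-deficient peaks of any kind and on *Junb*-sufficient peaks within 5 kb.

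A total of 8815 of the 29033 IRF4 peaks in *Junb*-deficient Treg cells (30.4%) had no overlapping IRF4 peak in *Junb*-sufficient cells. The paper's text discusses IRF4 peaks that decreased and names no peaks listed in *Junb*-deficient cells alone. These peaks lay away from JunB sites, since 8058 of the 18852 *Junb*-deficient IRF4 peaks outside JunB peaks had no *Junb*-sufficient counterpart (42.7%), against 7.44% of those at JunB peaks. In the other direction the shares were 42.5% outside JunB peaks and 23.8% at JunB peaks. Calling noise that drops peaks from both libraries alike would give like shares in both directions. At JunB peaks 7.44% against 23.8% argues against such noise as the whole cause. Outside JunB peaks the 2 directions were close over the whole lists, at 42.7% and 42.5%, but not along 10 equal parts of each list. The *Junb*-deficient share was higher in parts 1 to 7, with intervals that did not overlap in parts 2 to 6. It was 16.6% against 8.37% in part 2. In parts 9 and 10 it was lower, at 64.1% against 68.0% in part 10. In parts 2 to 6 this argues against noise as the whole cause. Elsewhere outside JunB peaks, and as a part of the cause, noise stays open. The JunB list comes from *Junb*-sufficient cells, and a preference of that cell preparation for the same open chromatin was not tested. A biological gain of IRF4 sites without JunB stays open and untested, since each genotype had 1 library.

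A total of 7896 *Junb*-sufficient IRF4 peaks that were not shared with JunB had no *Junb*-deficient counterpart, more than the 2979 that were shared, and the paper's text names no number for IRF4 peaks outside JunB peaks. The shared peaks stood higher in the list, and pooled over strata of the list the odds ratio turned to 1.41, though not in the first and the last of 10 equal parts, so the lower share of missing peaks among shared ones is in line with their higher place. The *Junb*-deficient library had fewer recorded tags in all, 21127029 against 23914441, but not fewer of the tags on which peaks were called, with 17.9 M (M standing for mega) against 17.3 M after the limit of 1 tag per bp. This argues against a lower depth as the cause of the missing shared peaks. The share of tags in peaks was lower in the *Junb*-deficient library, at 11.15% against 12.76%. These are shares of all recorded tags and not of the tags on which peaks were called. Listed peaks held 81.1 tags on average in the *Junb*-deficient library against 98.1 in the *Junb*-sufficient one. Whether a weaker recovery of bound fragments removed peaks was not tested and stays open. The filter on the surrounding 10 kb, which drops a peak beside strong neighbouring signal, stays open. Of the missing shared peaks, 433 of 2979 had a peak listed in *Junb*-deficient cells alone within 5 kb (14.5%), and 779, these included, had a *Junb*-deficient peak of any kind there (26.1%), against 2.87% and 7.47% of the shared peaks with a counterpart. This contrast does not decide by itself, because a peak that is listed in *Junb*-deficient cells limits, through the same filter and the minimum distance between peaks, which others are listed beside it. Neighbours in the *Junb*-sufficient list do not depend on the *Junb*-deficient one. Of the shared peaks with another *Junb*-sufficient IRF4 peak within 5 kb, 465 of 1250 lacked a counterpart (37.2%), against 22.3% of the others, and over strata of the list the odds ratio was 3.42 (2.98 to 3.94), in line with the filter at such places. A stronger dependence on JunB where peaks lie close together would give the same. The other 2514 missing shared peaks had no such neighbour. None of these shares limits how many the filter removed, because a neighbour that was itself removed is not listed. A dependence of IRF4 on JunB stays open as a hypothesis too, and without a replicate it was not tested.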

How the results depend on the processing

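Of the alternatives below, widening the JunB peaks, the TSSs of all annotated genes, the first 50% of the *Junb*-sufficient IRF4 list alone, windows around the JunB centre and genes added to the 9 named ones were chosen after seeing the data. No paired analysis was possible because each condition had 1 library, and for the same reason no replicate was left out. A total of 43 of the values under alternatives fell outside the 95% interval (or, for counts, beyond 1.5 times) of the main value, and 13 did not.

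With peak centres within 100 bp, 26.0% of JunB peaks overlapped both BATF and IRF4, 29.6% BATF and 38.2% IRF4, and 29.0% of those within 100 kb of a TSS overlapped both. The share without a *Junb*-deficient peak was 30.2% for IRF4 peaks shared with JunB and 53.9% for the others. With the first 50% of each list these values were 35.5%, 38.0%, 53.2%, 37.4%, 28.3% and 39.6%. With the same number of first-listed peaks, 13570, from every list they were 46.2%, 54.0%, 53.6%, 48.3%, 27.5% and 36.5%, and the share overlapping both at the 9 named genes was 53.6%. With the BATF and IRF4 lists exchanged, 42.8% of JunB peaks overlapped BATF and 32.9% IRF4, and the shares without a *Junb*-deficient peak were 20.2% and 37.3%. This exchange changes none of the shares that overlap both, by construction. Counted as peaks of the other list, 28.8% of IRF4 peaks and 66.0% of BATF peaks overlapped both others, 70.7% of BATF peaks overlapped JunB and 40.3% of IRF4 peaks overlapped JunB.

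JunB peaks widened to the width of the IRF4 peaks gave 32.8% overlapping both, 35.3% BATF, 45.9% IRF4 and 36.4% overlapping both within 100 kb of a TSS. With the TSSs of all annotated genes the last share was 32.1%. With *Il1rl1* added to the 9 named genes the share overlapping both was 39.5%, and with *Ccr2* (6 of 12 peaks), *Ccr9* (5 of 13) and *Ccr10* (2 of 4) added as well it was 40.5% (32.7 to 48.7%). A reciprocal overlap of 50% between the IRF4 lists gave 26.8% of shared and 47.1% of unshared peaks without a *Junb*-deficient peak. For JunB this rule gave no value, because a JunB peak can cover at most 24.6% of an IRF4 peak. With the first 50% of the *Junb*-sufficient IRF4 list against all *Junb*-deficient peaks, the shares were 17.3% and 20.6%. Under each of these overlap and list settings, IRF4 peaks shared with JunB lacked a counterpart less often than the others. The order turned when peaks at a like place in the list were compared, in parts 2 to 9 of 10 equal parts and not in parts 1 and 10.

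Within 50 kb of a TSS, the IRF4 peaks found in both genotypes numbered 3 at *Maf*, 6 at *Prdm1* and 2 at *Gata3*, fewer by construction. AICE matches in peaks shared by all 3 factors fell to 6.10% in windows of 50 bp on each side and to 4.36% with TGASTCA alone. In shared peaks without a *Junb*-deficient counterpart they fell to 4.50% and 2.92%. The alternatives for IRF4-binding more than 2-fold weaker were not run, because the lists hold no score, and the alternative that counts missing peaks alone equals the main value. Where not stated, the cause was not tested.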

Differences from the paper's values

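The paper's methods give 10 M uniquely aligned reads, M standing for mega. The recorded totals were 27.4 M tags for JunB, 26.5 M for BATF, 23.9 M for IRF4 in *Junb*-sufficient cells and 21.1 M for IRF4 in *Junb*-deficient cells. The lists do not state whether the 2 mates of a read pair count as 1 tag or as 2. If they count as 2 and the paper counts pairs, 10 M reads would correspond to 20 M tags, from which the totals differ by less than 1.5 times, so this difference depends on the unit. The paper's Reporting Summary gives 20 M paired-end reads. None of the alternatives set before the data were examined changes the totals.

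The paper places a decrease of IRF4-binding 28 kb downstream of the *Ctla4* TSS. The lists hold no IRF4 peak there in either genotype. The nearest listed IRF4 peak, with its centre 2113 bp away from that of the JunB peak, is present in both. The paper rests the decrease on ChIP-seq signal and on ChIP-PCR for IRF4 at this site, and the lists hold neither. A peak missing from a list is not absent binding, and removal by the filter on the surrounding 10 kb was not tested here. The lists therefore do not contradict the decrease.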

Other observations

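Of the tests below, the one on the exchange of lists, the one on sharing with BATF, the one on the width of the JunB peaks and those on the places with few or no recurring 25-mers were chosen after the result was seen.

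The paper examined IRF4-binding near *Gzmb*, *Maf*, *Prdm1* and *Gata3* by ChIP-PCR, whose samples were not analysed here. In the ChIP-seq lists, 11 IRF4 peaks of *Junb*-sufficient cells lay within 100 kb of a TSS of *Gzmb*, and 10 had a *Junb*-deficient counterpart. At *Maf* 5 of 7 had one, at *Prdm1* 11 of 13 and at *Gata3* 4 of 6. Of the peaks shared with JunB, 1 of 6 lacked a counterpart at *Gzmb*, 0 of 5 at *Maf*, 1 of 8 at *Prdm1* and 1 of 4 at *Gata3*. The one at *Gzmb* lay on chromosome 14 from 56935271 to 56935883, in intergenic sequence. These counts are too small to rank the genes, and the lists give no heights.

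Among IRF4 peaks shared with JunB, the 5 highest in the list without a *Junb*-deficient counterpart lay on chromosome X from 166433199 to 166433811 in an intron of *Mid1*, on chromosome 4 from 129500286 to 129500898 in an intron of *Ptp4a2*, on chromosome 2 from 6515305 to 6515917 in an intron of *Celf2*, on chromosome 1 from 60965475 to 60966087 at the *Ctla4* TSS, and on chromosome 14 from 54841996 to 54842608 in intergenic sequence. At *Celf2* and at *Ctla4*, a peak listed in *Junb*-deficient cells alone lay 2163 and 3204 bp away, so that a shift of the called peak stays open at these places. At *Ptp4a2* and on chromosome 14, a *Junb*-deficient peak that was found in both genotypes lay 4431 and 4842 bp away, so that removal by the filter on the surrounding 10 kb stays open there as well.

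Of the 8960 IRF4 peaks shared with JunB and BATF, 16.4% (15.6 to 17.2%) lacked a *Junb*-deficient counterpart, against 42.5% (40.8 to 44.1%) of the 3558 shared with JunB and not BATF. Of the 2979 missing shared peaks, 1468 (49.3%) were shared with BATF all the same, against 78.5% of the shared peaks with a counterpart. Among peaks shared with JunB, the odds ratio of a missing counterpart for sharing with BATF was 0.265, and over strata of the list it was 0.623 (0.565 to 0.687). A higher place in the list of the peaks shared with BATF is therefore not the whole cause, though the odds ratio moved toward 1. Over all IRF4 peaks, shared with JunB or not, it was 0.818 (0.765 to 0.873) over strata, below 1 unlike that for sharing with JunB. No other technical and no biological explanation of this contrast was tested.

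The lower AICE share among shared peaks without a counterpart is consistent with their lower place in the list, since the odds ratio within strata was 1.04.

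A label field exchanges the BATF and IRF4 libraries of *Junb*-sufficient cells. The paper counts 13813 peaks shared by IRF4 and JunB, and its text does not name the overlap rule. The list titled IRF4 gave 12518 of its peaks, or 12698 JunB peaks. The list titled BATF gave 9600 or 9771, so neither gave that count. The list titled BATF holds 13570 peaks in all, so the count cannot be a number of its peaks. With JunB peaks widened to the width of the IRF4 peaks, 13621 of them overlapped the list titled IRF4 and 10476 the list titled BATF. The count thus argues against the paper having taken the list titled BATF as IRF4. It does not show which antibody was used. Of the first 13570 peaks of the list titled IRF4, 83.4% overlapped a *Junb*-deficient IRF4 peak, against 74.8% of the 13570 in the list titled BATF, and 68.3% against 55.6% overlapped one of the first 13570 *Junb*-deficient peaks. This comparison does not decide between the labels. It sets the upper part of the longer list against the whole of the shorter one, and recovery falls along each list. With 1 library each, the variation between cell preparations is unknown as well. An exchange of the antibodies themselves stays open.

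More JunB peaks lay outside BATF and IRF4 peaks than the reverse for BATF. The narrower width of the called JunB peaks is not the whole reason, since widening them raised the share overlapping both only to 32.8%. Widening does not repeat the calling, and the shorter fragment length also came with a lower tag threshold and fewer peaks removed by the filter on the surrounding 10 kb. Its effect on which JunB peaks were called therefore stays open, and with the same number of first-listed peaks from every list the share was 46.2%.

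Among the first 10 peaks of the JunB list, 7 were also among the first 10 of the other lists. A median of 76.4% of their 25-mers occurred again within 10 kb, against 0% in 200 other JunB peaks, which is in line with tandem repeats collapsed in the assembly for 4 of the 7. Of the other 3, 2 had 22.8% and 22.0%, a share that 1 of the 200 other peaks reached, which is also in line with such repeats. The last, on chromosome 12 from 3109943 to 3110093, had 0%, and tandem repeats stay open there, because a repeat of which the assembly keeps 1 copy would leave no recurring 25-mer. No biological explanation was tested.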
